# Growth hormone-releasing hormone disruption extends lifespan and regulates response to caloric restriction in mice

**DOI:** 10.7554/eLife.01098

**Published:** 2013-10-29

**Authors:** Liou Y Sun, Adam Spong, William R Swindell, Yimin Fang, Cristal Hill, Joshua A Huber, Jacob D Boehm, Reyhan Westbrook, Roberto Salvatori, Andrzej Bartke

**Keywords:** mice, aging, caloric restriction, growth hormone, Mouse

## Abstract

We examine the impact of targeted disruption of growth hormone-releasing hormone (GHRH) in mice on longevity and the putative mechanisms of delayed aging. GHRH knockout mice are remarkably long-lived, exhibiting major shifts in the expression of genes related to xenobiotic detoxification, stress resistance, and insulin signaling. These mutant mice also have increased adiponectin levels and alterations in glucose homeostasis consistent with the removal of the counter-insulin effects of growth hormone. While these effects overlap with those of caloric restriction, we show that the effects of caloric restriction (CR) and the GHRH mutation are additive, with lifespan of GHRH-KO mutants further increased by CR. We conclude that GHRH-KO mice feature perturbations in a network of signaling pathways related to stress resistance, metabolic control and inflammation, and therefore provide a new model that can be used to explore links between GHRH repression, downregulation of the somatotropic axis, and extended longevity.

**DOI:** http://dx.doi.org/10.7554/eLife.01098.001

## eLife digest

There is increasing evidence that the hormonal systems involved in growth, the metabolism of glucose, and the processes that balance energy intake and expenditure might also be involved in the aging process. In rodents, mutations in genes involved in these hormone-signaling pathways can substantially increase lifespan, as can a diet that is low in calories but which avoids malnutrition. As well as living longer, such mice also show reductions in age-related conditions such as diabetes, memory loss and cancer.

Many of these effects appear to involve the actions of growth hormone. Mice with mutations that disrupt the development of the pituitary gland, which produces growth hormone, show increased longevity, as do mice that lack the receptor for growth hormone. However, these animals also show changes in a number of other hormones, making it difficult to be sure that the reduction in growth hormone signaling is responsible for their increased lifespan.

Now, Sun et al. have studied mutant mice that lack a gene called GHRH, which promotes the release of growth hormone. These mice, which have normal levels of all other pituitary hormones, lived for up to 50% longer than their wild-type littermates. They were more active than normal mice and had more body fat, and showed greatly increased sensitivity to insulin.

Some of the changes in these mutant mice resembled those seen in animals with a restricted calorie intake, suggesting that the same mechanisms may be implicated in both. However, Sun et al. found that caloric restriction further increased the lifespans of their GHRH knockout mice, indicating that at least some of the effects of caloric restriction are independent of disrupted growth hormone signaling.

The results of this study are an important step forward for understanding how growth hormone signaling and caloric restriction regulate aging, both individually and in combination. The GHRH knockout mice are likely to become an important model system for studying these processes and for understanding the complex interactions between diet and hormonal pathways.

**DOI:** http://dx.doi.org/10.7554/eLife.01098.002

## Introduction

Genetic studies in a variety of organisms have revealed that the endocrine systems play a central role in lifespan determination (Tatar et al., 2003). For example, mutations in the insulin/Insulin-like growth factor I (IGF-I) signaling can robustly increase longevity in the nematode *C. elegans* (Kenyon, 2010), whereas in mouse, disruptions in growth hormone (GH) pathway dramatically prolong lifespan (Bartke, 2011).

Ames and Snell dwarf mice are the most studied mutants in which altered GH signals produce dramatic increases in lifespan (Brown-Borg et al., 1996; Flurkey et al., 2001). A number of aging-related phenotypes are also delayed in these mice, including collagen cross-linking, cataract development, kidney diseases, fatal neoplastic diseases and decline in immune function, locomotor activity, learning and memory (Bartke, 2011). In these models, homozygous mutation of either Prop1 or Pit1 genes cause an abnormal development of the anterior pituitary, which in turn leads to decline in production of GH, thyrotropin (TSH), and prolactin (PRL), with consequent decrease in circulating IGF-I and thyroxine levels (Bartke, 2011). The specific contribution of GH signaling to lifespan extension in these systems is supported by studies of downstream pathway elements. For instance, mice with disruption of the GH receptor (Ghr−/−) have also markedly increased lifespan with concomitant delay of late life diseases and disabilities (Coschigano et al., 2003; List et al., 2011). These findings support the hypothesis that dampening of the GH pathway is the key contributor to lifespan extension in mice. Nevertheless, the associated lack of TSH and prolactin makes these two models less than optimal in conclusively exclude the influence of the lack of these hormones on the delayed aging phenotype.

Caloric restriction (CR) has been shown to extend lifespan in many species and has been extensively used in experimental gerontology to modulate development of age-related diseases (Weindruch and Sohal, 1997). In rodents, CR delays the onset of cancer, atherosclerosis, and diabetes, and typically increases lifespan (by 15% in mice and by 30% in rats) (Swindell, 2012). Although this phenomenon was first described over 70 years ago, the molecular basis mediating the effects of CR on the aging process remains incompletely understood. Intriguingly, phenotypic characteristics of the long-lived mutant mice with disrupted GH axis overlap with some effects of CR, suggesting possible mechanistic connections. Shared characteristics include: (a) small body size; (b) reduced blood glucose and increased insulin sensitivity; and (c) reduced or absent levels of various hormones and growth factors, that is, GH, insulin, and IGF-I; (d) delaying and/or suppression of the occurrence of several age-related diseases. Nevertheless, longevity phenotypes in different mouse models may rely on CR-sensitive pathways to varying degrees. For instance, 30% CR confers additional life extension in Ames dwarf mice (Bartke, 2011), but has no additional effect on longevity in male Ghr−/− mice, and only a modest reduction of late-life mortality in Ghr−/− females (Bonkowski et al., 2006).

In this study, we examined the longevity of mice with isolated GH deficiency due to targeted disruption of the GHRH gene (GHRH-KO). This gene is required for somatotroph cell proliferation and GH secretion (Alba and Salvatori, 2004). We provide a phenotypic, metabolic and molecular-level characterization of GHRH-KO mice and show that GHRH-KO mutants exhibit lifespan extension comparable to the Ames and Snell dwarf mice. Moreover, we have shown that, in contrast with the Ghr−/− mice, lifespan in GHRH-KO mice is further extended by CR. These findings established the GHRH-KO mice as a novel rodent model for delayed aging and implicate CR-independent mechanisms in longevity assurance.

## Results

### Robustly increased longevity in GHRH-KO mice

To investigate the effect of isolated GH deficiency on lifespan, we evaluated differences in longevity of GHRH-KO (KO) mice and littermate (wild-type) control mice on ad libitum (AL) standard diet. As shown in Figure 1A, median survival of GHRH-KO mice (sexes combined) was increased by 295 days (or 46%) relative to that of control mice (931 days for KO mice vs 636 days for control mice). This difference in survival between KO mice and controls was significant based upon a non-parametric test (p<0.001; log-rank test).

**Figure 1.**
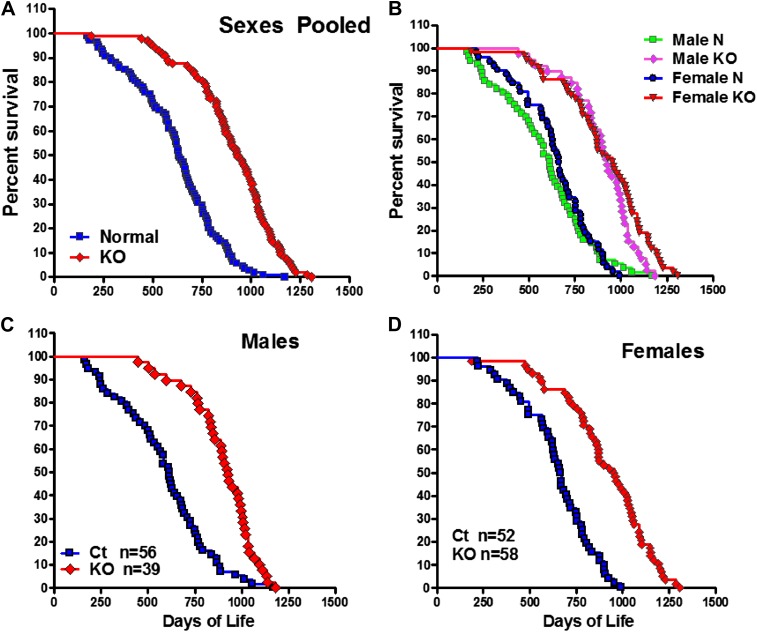
Increased longevity of GHRH-KO mice. Kaplan-Meier survival curves for each genotype: GHRH-KO (KO) and Control (Ct) mice; each point represents a single mouse. (**A**) Sex pooled survival curves. (**B**) Sex separated survival curves. (**C**) Male survival curves (N = 56 for controls, N = 39 for KO). (**D**) Female survival curves (N = 52 for controls, N = 58 for KO). **DOI:** http://dx.doi.org/10.7554/eLife.01098.003

**Figure 1—figure supplement 1.**
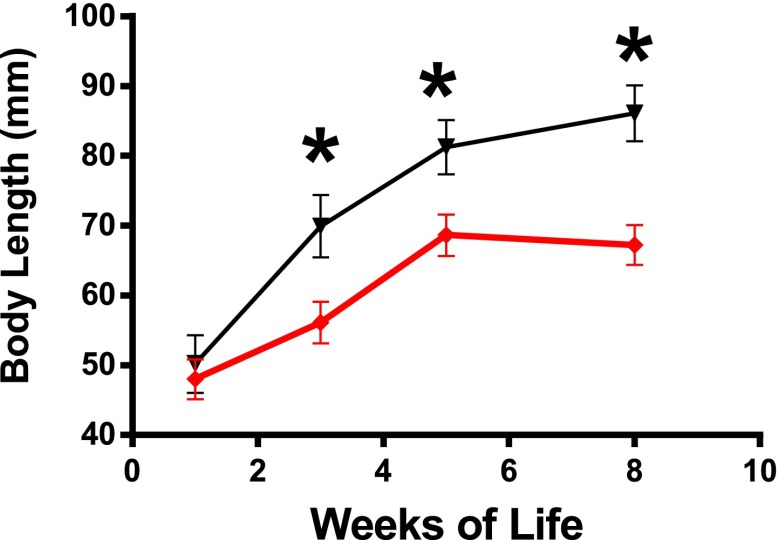
Changes in body length of GHRH-KO mice (Red) and WT control mice (Black) from 1 to 8 weeks of age. Each point represents the mean ± SEM of 14 mice per group. *p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.01098.004

Analysis of each sex separately showed that median survival in female GHRH-KO mice was increased by 290 days (43%; from 666 to 956 days) relative to that of control mice (logrank test, χ2 = 46.7, p<0.0001) (Figure 1B,C). Male GHRH-KO mice had increased median lifespan by 314 days (from 614 to 928 days) or 51% relative to that of control mice (logrank test, χ2 = 28.4, p<0.0001) (Figure 1B,D). To evaluate the change of maximal lifespan, we used the Wang/Allison (Wang et al., 2004) method to compare the proportion of live mice in each group at the age at which only 10% of the population remained alive. GHRH deletion also led to a significant increase in maximum lifespan by 33% for females (p<0.05) and by 18% for males (p<0.05) relative to controls. The robust increase in both median and maximal lifespan in GHRH-KO mice is consistent with the notion that inhibition of GH signaling ameliorates age-related disease, potentially slowing the aging process.

### Phenotypic characteristics and blood parameters of GHRH-KO mice

Both male and female GHRH-KO (KO) mice were markedly smaller than normal littermate controls (Figure 2A). Although KO mice weighed the same as control animals at birth (data not shown), they gained less weight than control mice (Figure 2A). There was a significant reduction in body length in both male and female KO mice (Figure 1—figure supplement 1). Food consumption on a per gram body weight basis was not significantly different between KO and control mice. However body composition studies showed increased adiposity in both male and female KO mice (Figure 2C).

**Figure 2.**
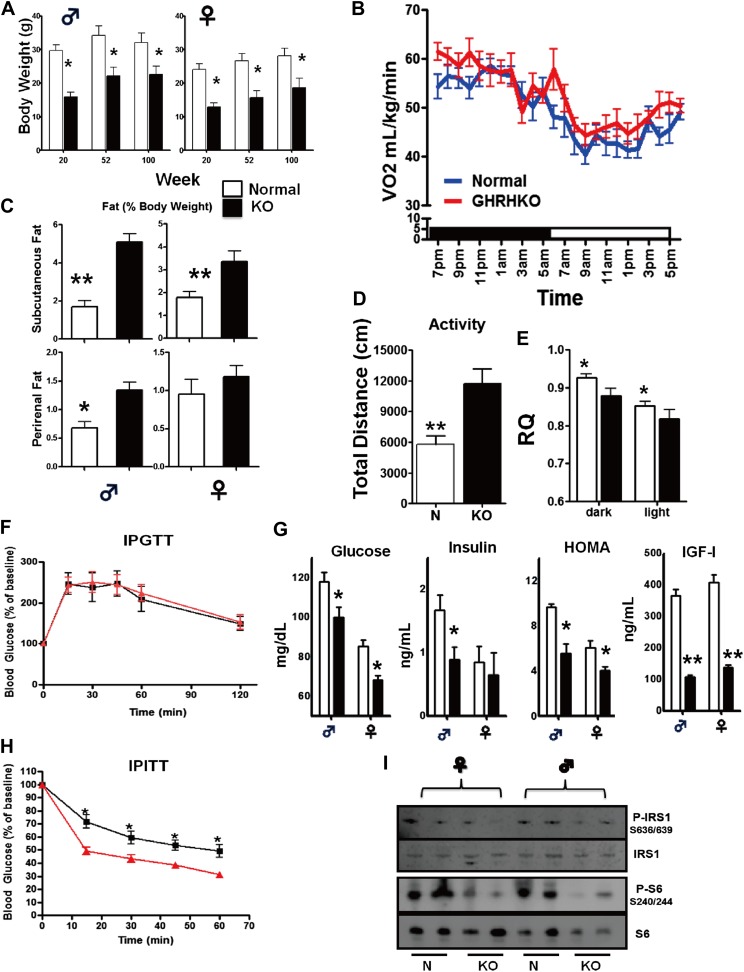
Physiological characteristics. (**A**) Body weight. (**B**) Respiratory exchange ratio (VCO_2_/VO_2_). (**C**) Fat content presented as an absolute values and percentage of body weight. (**D**) Physical activity. (**E**) RQ values plotted as 12-hr averages representing either dark or light periods on both fed and fasted days. RQ = respiratory quotient; (**F**) Glucose tolerance test (IPGTT). 16 hr-fasted mice underwent GTT by intraperitoneal (i.p.) injection with 1 g glucose per kg of BW. (**G**) Fasted glucose, plasma insulin, homeostatic model for assessment of insulin resistance (HOMA-IR) and IGF-I levels. (**H**) Insulin tolerance test (IPITT). Mice were i.p. injected with 1 IU porcine insulin per kg of BW. (**I**) Representative immunoblot of the indicated proteins from liver lysates. Each lane corresponds to a different mouse. For graph **B**,**D**,**E**,**F**,**H**, only data from male mice were shown. N = 8–10/group; each bar represents means ± SEM for 8–10 mice of each group. *p<0.05, **p<0.01, ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.01098.005

**Figure 2—figure supplement 1.**
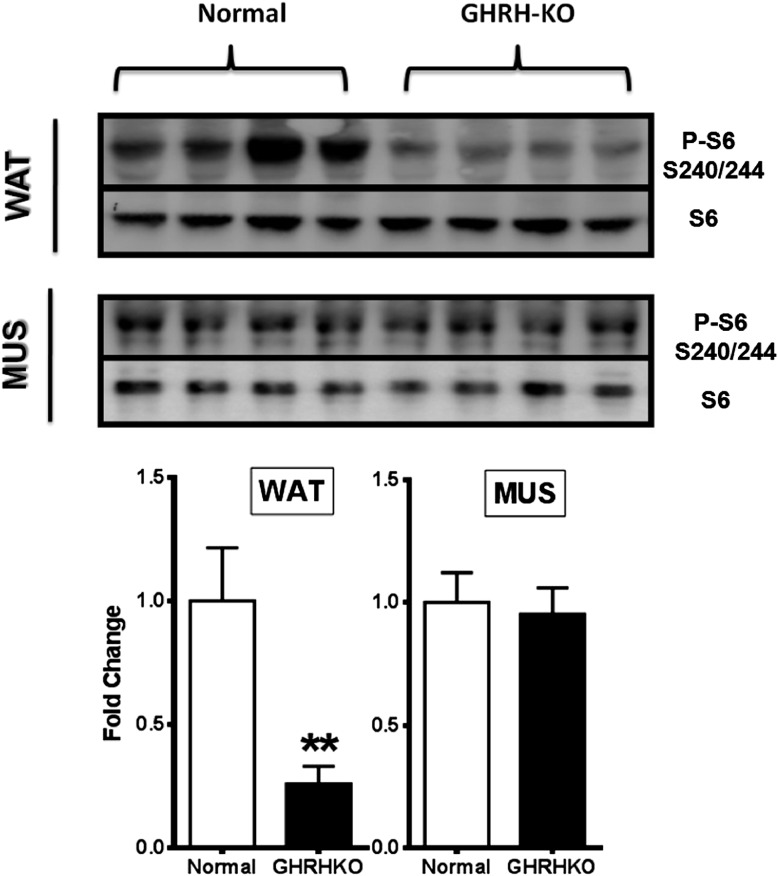
Phosphorylation of S6 in the white adipose tissue (WAT) and muscle (MUS) of GHRH-KO and normal (little-mate control) mice. Upper panels: representative images of Western blots for phosphorylated and total forms of S6 protein in GHRH-KO and control mice. Lower panels: quantification of results of Western blots, as means ± SE for eight mice of each genotype. Values represent ratios of phosphoprotein to total protein for each enzyme, relative to the value in the control mice (with normal mice set at 1). *p<0.05; **p<0.01. **DOI:** http://dx.doi.org/10.7554/eLife.01098.006

To shed light on the physiological mechanisms involved in the energy homeostasis of KO mice, we assessed the effect of isolated GH deficiency on energy expenditure (EE) by indirect calorimetry. To estimate fuel utilization, we used the respiratory quotient (RQ), which is a dimensionless ratio comparing the volume of carbon dioxide an organism produces to the volume of oxygen consumed over a given time (RQ = VCO2/VO2) (Johnston et al., 2006). The RQ varies inversely with lipid oxidation. A higher fasting RQ, which indicates lowered fat oxidation, is linked to body weight gain, metabolic inflexibility and insulin resistance (Zurlo et al., 1990). The KO mice had a significantly decreased RQ compared to their wild-type controls during both the dark and light periods under normal housing conditions (Figure 2E), although their oxygen consumption per gram of body weight (measured by VO2) was not different from controls (Figure 2B). Interestingly, on measures of spontaneous home cage activity (Figure 2D), KO mice were significantly more active than their wild-type counterparts.

Heightened insulin sensitivity is a common characteristic of several types of mice with GH-related mutations and extended longevity (Bartke, 2011). Consistent with this observation, plasma glucose concentrations were significantly reduced in both male and female GHRH-KO mice under fasted conditions (Figure 2G). Furthermore, the lower score of homeostasis model-assessment of insulin resistance (HOMA-IR) indicated that GHRH-KO mice had enhanced insulin sensitivity (Figure 2G). As expected from deficiency of pituitary GH, IGF-I levels in the circulation were much lower in GHRH-KO mice than controls. Moreover, insulin tolerance tests (ITT) done in mice fasted for 4 hr showed that plasma glucose concentrations decreased more in KO mice than in control mice (Figure 2H) despite of normal intraperitoneal glucose tolerance tests (IPGTT) results (Figure 2F). Together, these data indicate that isolated GH deficiency results in improved insulin sensitivity and glucose homeostasis.

Decreased ribosomal protein S6 kinase 1 (S6K1) activity has been shown to increase insulin sensitivity (Um et al., 2006). Since S6K1 signaling is decreased in the tissues of Ames dwarf mice (Sharp and Bartke, 2005), we speculated that S6K1 signaling may contribute to regulate insulin sensitivity in response to isolated GH deficiency. To investigate this possibility, we examined the levels of phosphorylation of ribosomal protein S6 and phosphorylation of IRS1 (Figure 2I), two downstream targets of S6K1 (Um et al., 2006). Hepatic levels of phosphorylation of these proteins were significantly lower in KO mice when compared with controls. Consistent with the evidence in S6k1−/− mice (Selman et al., 2009), these data suggest that lower activity of S6K1 in GHRH-KO mice might contribute to the improved insulin sensitivity.

### Hepatic gene expression profiles in GHRH-KO mice: partial overlap with CR and evidence for Nrf2 activation

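Ghrh, the gene disrupted in these mice, encodes a releasing hormone of the hypothalamus, and its transcript was at background in liver. Its probe set read 4.48, 4.41 and 4.75 in control replicates 1, 2 and 3 and 4.40, 4.55 and 4.57 in GHRH-KO replicates 4, 5 and 6 (RMA values, log2), and 39.3% to 46.7% of the probe sets of the same array lay lower. The log2 fold change was -0.04 (standard error 0.12, adjusted p = 0.925 from limma without an intensity filter), so Ghrh does not check the genotype labels in this tissue. Liver RNA came from 3 male GHRH-KO mice and 3 male littermate controls, 10 months old according to the methods and fasted for 6 to 8 h. Each array holds a separate animal. Affymetrix arrays measure a transcript by the hybridization of labelled RNA to a set of short probes, called a probe set, and the authors summarised each one by RMA (robust multichip average), which gives a background-corrected and quantile-normalized value on the log2 scale. The 25145 probe sets with the highest mean were tested with limma, and a gene was called at FDR < 0.05 with a fold change above 1.5 or below 0.67. Values correlated between arrays at Pearson's r of 0.944 to 0.989 across probe sets, which are not independent replicates. The deviation of a probe set from its median over the arrays had an interquartile range of 0.357 in GHRH-KO replicate 5 and 0.316 in control replicate 2, against 0.185 to 0.249 in the other arrays. The number of arrays, 3 per genotype, limits the precision.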

Microarray analysis was performed to identify genes altered in liver tissue from GHRH-KO mice as compared to normal littermates (n = 3 per genotype). Overall, we identified 141 genes with elevated expression in the mutants (FDR < 0.05 and FC > 1.50; Supplementary file 1A), along with 164 genes with decreased expression (FDR < 0.05 and FC < 0.67; Supplementary file 1B). 

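Hepatic transcripts changed in both directions in GHRH-KO mice. Sulfotransferases, which attach sulfate to steroids and drugs, stood at the top of the increased genes, while a steroid dehydrogenase, an anion transporter and the growth factor gene Igf1 stood at the bottom of the decreased ones. Of 12469 genes tested, 128 rose and 153 fell, and with another quantile normalization 141 rose and 134 fell. The median fold change of the increased genes was 2.66, the decreased genes were lower by a median factor of 2.48, and 90 genes rose and 103 fell at least 2-fold. In each of the 281 called genes the GHRH-KO values lay all above or all below the control values. This separation was found in 4441 genes, 35.6% of those tested, where chance gives 10% for 3 against 3. Of the probe sets of Supplementary file 1, 286 were among those tested and all 286 passed the threshold in the direction given there. That list was chosen by the study on these arrays and is not independent evidence. Leaving out 1 array lowered the counts to 43 increased and 55 decreased genes without control replicate 2, to 47 and 64 without GHRH-KO replicate 6, to 52 and 57 without control replicate 3, to 70 and 86 without GHRH-KO replicate 4, to 93 and 115 without GHRH-KO replicate 5 and to 107 and 76 without control replicate 1. The counts fell in each of these fits, which have fewer samples. A call lost in 1 of them therefore does not by itself show that the gene rests on that array. The paper postulates that xenobiotic metabolism is activated, presumably by the inhibition of GH signaling and altered transcription factors, and protects tissues from harmful molecules during aging.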

The most highly increased genes were *Sult2a2*, *Sult1e1* and *Spink3* (FC > 38; Supplementary file 1A), while the most strongly decreased genes were *Hsd3b5*, *Slco1a1* and *Igf1* (FC <0.02; Supplementary file 1B). 

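The strongest changes set a low signal in one genotype against a high one in the other. Sult2a2 and Sult1e1 encode sulfotransferases that act on bile acids, steroids and estrogens, and Spink3, listed as Spink1 in the annotation, encodes a trypsin inhibitor; each of these transcripts was low in control liver. Hsd3b5 encodes a steroid dehydrogenase of male mouse liver, Slco1a1 an organic anion transporter and Igf1 the circulating growth factor made under the control of GH, and these fell in GHRH-KO liver. Sult2a2 rose from 3.93 ± 0.10 to 13.69 ± 0.08 (RMA value, log2, SD, n = 3), which is at least 862-fold (adjusted p = 1.1e-07 from limma). Sult1e1 had a log2 fold change of 7.55 (standard error 0.14, adjusted p = 1.21e-06 from limma) and Spink3 (Spink1) one of 5.28 (standard error 0.31, adjusted p = 5.9e-04). Hsd3b5 fell by 8.56 on the log2 scale (standard error 0.16), a level at least 379 times lower (adjusted p = 1.21e-06). Slco1a1 fell by 6.69 (standard error 0.19, adjusted p = 1.15e-05) and Igf1 fell by 5.89 (standard error 0.13, adjusted p = 3.53e-06). The changes of Sult2a2, Spink3 and Hsd3b5 are lower bounds, since their low values of 3.93, 3.95 and 3.42 lie under those of Ghrh, which are at background. In 45 of the 281 called genes, 22 increased and 23 decreased, the mean of the lower group was no higher than the highest Ghrh value, and their changes are lower bounds too. All 6 genes kept their calls with any 1 array left out, where the highest adjusted p was 0.00833.

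**Figure D1:**
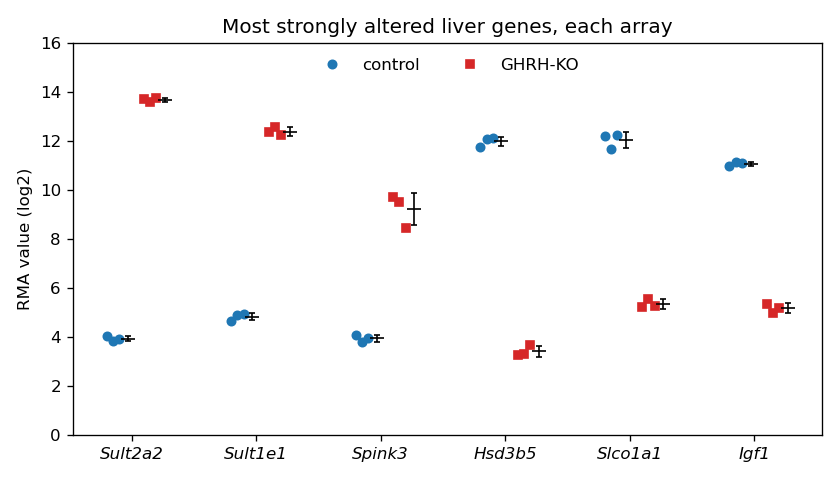
RMA values (log2) of 6 genes in each of the 3 control and 3 GHRH-KO arrays, with the mean and SD of each group in black. For every gene the GHRH-KO points lie wholly apart from the control points, above them for Sult2a2, Sult1e1 and Spink3 and below them for Hsd3b5, Slco1a1 and Igf1.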

The 141 increased genes were disproportionately associated with GO BP terms related to differentiation, development and proliferation, such as positive regulation of mononuclear cell proliferation (GO:0032946), regulation of multicellular organismal development (GO:2000026) and regulation of cell differentiation (GO:0045595) (p<0.01) (Figure 3—figure supplement 1). 

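Genes of proliferation changed in both directions. Cd83, a surface protein of activated immune cells, Coro1a, an actin-binding protein of leukocytes, and Il15, a cytokine that sustains lymphocytes, rose. Coro1a is also a lymphocyte marker, and that marker list had a median log2 fold change of 0.23 (camera, adjusted p = 0.0506, and 0.547 with an estimated correlation). Kupffer cell or macrophage markers had a median of 0.33 (camera, adjusted p = 0.0320, and 0.734 with an estimated correlation). With 1 array left out this median ran from 0.063 to 0.87. The list's call was lost without control replicate 2 (adjusted p = 0.132), control replicate 3 (0.295) or GHRH-KO replicate 4 (0.515). A change in the share of these cells was not separated from a change within cells. Among genes of the cell cycle, Ccnd1, Cdkn2c and Cenpq rose, while Cks1b, a cofactor of cyclin-dependent kinases, and Mcm10, a replication factor, fell. Bex1 and Clcf1, also tied to differentiation and cell growth, gave signals too low for the intensity filter. Cd83 had a log2 fold change of at least 1.44 (standard error 0.19, adjusted p = 0.0168 from limma), Coro1a one of at least 1.45 (standard error 0.21, adjusted p = 0.0246) and Il15 one of 0.78 (standard error 0.12, adjusted p = 0.0286). Cks1b fell by 1.49 on the log2 scale (standard error 0.11, adjusted p = 0.00157). Without an intensity filter, Bex1 rose by at least 1.21 (adjusted p = 0.00952 from limma), and Clcf1 was called (adjusted p = 0.022) with both groups at background. Of 31 cell cycle genes tested, 3 rose and 2 fell (7 and 3 when adjusted over the list alone). Increased genes were enriched with an odds ratio of 10.5 (Fisher's exact test, two-sided, adjusted p = 0.0219), while decreased ones had 5.61 (adjusted p = 0.157). All 5 called genes are in Supplementary file 1, read before the list was written, so this enrichment is not independent evidence. The list shifted upward with a median log2 fold change of 0.34 (0.26 to 0.51 with 1 array left out; camera, adjusted p = 0.00668), but not with an estimated correlation between genes (adjusted p = 0.582 with an estimated correlation). In a test chosen after the data were seen, without control replicate 2 and GHRH-KO replicate 5 together, the median was 0.12 (adjusted p = 0.0553). Of 25 liver transcription factors tested, Mycl1 (Mycl) and Trim24 rose and Onecut1 fell (2 and 2 when adjusted over the list alone). That list had a median of -0.16 (-0.22 to -0.063 with 1 array left out; camera, adjusted p = 0.218). Cdkn2c and Cks1b kept their calls with any 1 array left out, whereas Ccnd1, Cd83, Cenpq, Coro1a, Il15 and Mcm10 lost theirs without at least 1 of the 6 arrays, 5 of them without control replicate 2, control replicate 3 or GHRH-KO replicate 6, with adjusted p up to 0.123. The probe set of Coro1a with the highest mean moved by 0.66 on the log2 scale and was not called.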

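Cytochrome P450 enzymes oxidize drugs, steroids and fatty acids, and flavin and hydroxy acid oxidases act beside them in the first phase of xenobiotic metabolism. In GHRH-KO liver the P450 genes Cyp2b13, Cyp2c38 and Cyp2c39 rose, as did Hao2, a hydroxy acid oxidase, and Gstt3, a glutathione transferase. Of 42 P450 genes of families 1 to 4 tested, 3 rose (5 when adjusted over the list alone), and 4 fell (10 when adjusted over the list alone), while 8 were higher and 14 lower at an unadjusted p under 0.05. Increased genes were enriched with an odds ratio of 7.57 (Fisher's exact test, two-sided, adjusted p = 0.0447) and decreased ones with an odds ratio of 8.67 (adjusted p = 0.0119). The family as a whole was not called: its median log2 fold change was -0.02 and its mean 0.12, and camera gave a downward direction with an adjusted p of 0.416. Of 29 other phase I enzymes tested, Hao2 rose and Adh4 fell (4 and 2 when adjusted over the list alone), with a median of 0.05 (camera, adjusted p = 0.478). Hao2 had a log2 fold change of 3.90 (standard error 0.54, adjusted p = 0.0221 from limma), and 3.21 without control replicate 2. Cyp2b13, Cyp2c38, Cyp2c39, Gstt3 and Hao2 each lost the call without at least 1 array, 4 of them without control replicate 3 or GHRH-KO replicate 6, with adjusted p up to 0.149.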

Increased genes were also disproportionately associated with KEGG pathways, including ‘metabolism of xenobiotics by cytochrome P450’ and ‘drug metabolism-cytochrome P450’ (p<0.04). 

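Several enzymes of oxidation, conjugation and lipid metabolism fell in GHRH-KO liver. Cyp4f14, Cyp2u1 and Cyp2g1 are P450 enzymes, the first of which hydroxylates fatty acids and eicosanoids, and Sult5a1 is a sulfotransferase. Adh4 oxidizes retinol and other alcohols, Cmah makes a sialic acid and Acsm2 activates medium-chain acids. Avpr1a, the hepatic vasopressin receptor, and Bdnf, a neurotrophin, fell as well. Sult5a1 fell by 4.42 on the log2 scale (standard error 0.21, adjusted p = 1.99e-04 from limma), Cyp4f14 fell by 2.13 (standard error 0.12, adjusted p = 4.79e-04) and Cyp2u1 fell by 2.35 (standard error 0.25, adjusted p = 0.00814). Avpr1a fell by 1.81 (adjusted p = 0.0295), Cmah fell by 1.13 (adjusted p = 0.0177) and Adh4 fell by 0.89 (adjusted p = 0.0251). Acsm2, Cyp2g1 and Bdnf, whose GHRH-KO means are at background, fell by at least 1.54, 1.48 and 1.08. Of 24 genes of fatty acid and triglyceride synthesis tested, Mogat1, an acyltransferase, rose and Elovl3, a fatty acid elongase, fell (2 and 1 when adjusted over the list alone). The list was not called as a group, with a median log2 fold change of 0.06, a mean of -0.02 and a camera adjusted p of 0.636. Cyp4f14 and Sult5a1 kept their calls with any 1 array left out, while the other 7 genes named first lost theirs without at least 1 array, 6 of them without control replicate 3, with adjusted p up to 0.124. The probe sets of Bdnf and Acsm2 with the highest mean gave log2 fold changes of -0.44 and -0.45, which were not called.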

Among the 164 decreased genes, there was overrepresentation of genes associated with oxidation-reduction process (GO:0055114), xenobiotic metabolic process (GO:0006805), monocarboxylic acid metabolic process (GO:0032787), and lipid metabolic process (GO:0006629) (p<0.01) (Figure 3—figure supplement 1). KEGG pathways overrepresented among decreased genes included ‘steroid hormone biosynthesis’, ‘metabolism of xenobiotics by cytochrome P450’ and ‘drug metabolism—cytochrome P450’.

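Transcripts of steroid metabolism changed in both directions. Cyp17a1, which makes androgen precursors, rose, while Cyp7b1, which hydroxylates oxysterols and androgens, and the male-type dehydrogenase Hsd3b5 fell. Slc10a1, the carrier that takes bile acids into hepatocytes, fell too. Of 15 genes of steroid hormone metabolism tested, 5 fell and 2 rose, with the same counts when adjusted over the list alone. The decreased genes were enriched with an odds ratio of 41.5 (Fisher's exact test, two-sided, adjusted p = 1.05e-05), and the increased ones with an odds ratio of 15.0 (adjusted p = 0.0465). All 7 called genes are in Supplementary file 1, read before the list was written, so these enrichments are not independent evidence. The list as a whole was not called (median log2 fold change -0.03, camera, adjusted p = 0.306). Cyp17a1 had a log2 fold change of 3.19 (standard error 0.26, adjusted p = 0.0027 from limma), and Cyp7b1 fell by 3.91 (standard error 0.25, adjusted p = 8.39e-04). Of 19 genes of bile acid synthesis and transport tested, Cyp39a1 rose and Cyp7b1 and Slc10a1 fell (1 and 4 when adjusted over the list alone), with a median of 0.03, a mean of -0.10 and a camera test pointing downward (adjusted p = 0.412). Cyp17a1 and Cyp7b1 kept their calls with any 1 array left out, and Slc10a1 lost its call without each of the 6 arrays, with adjusted p from 0.0543 to 0.104.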

We compared GHRH-KO-increased and GHRH-KO-decreased genes to genes altered by CR in 13 experiments in which hepatic gene expression was compared between CR and ad lib-fed mice (Figure 3—figure supplement 1). Surprisingly, GHRH-KO-decreased genes compared more favorably with CR than GHRH-KO-increased genes. For 11 of 13 CR experiments, the 164 GHRH-KO-decreased were biased towards CR-decreased expression, and this trend was significant with respect to 7 of 13 CR experiments (p<0.05 by rank-based GSEA; Figure 3—figure supplement 1). However, we only identified 3 of 13 CR experiments in which the 141 GHRH-KO-increased were biased towards CR-increased expression (p<0.05 by GSEA). Hepatic gene expression patterns in GHRH-KO mice were therefore in partial agreement with those of CR, with stronger concordance among GHRH-KO-decreased genes as compared to GHRH-KO-increased genes (Figure 3—figure supplement 1).

We next compared GHRH-KO-increased and -decreased genes to results from a broader set of experiments (Figure 3A,B). This revealed strong correspondence between genes altered in GHRH-KO mice and those altered in other long-lived mouse models. For instance, *Cyp2b13* and *Igfbp1* were among the genes most strongly elevated in GHRH- KO mice, and expression of both genes was similarly increased in *Ames* (mixed background) (Amador-Noguez et al., 2004), *Snell* (DW/J Pit1dw × C3H/HeJ Pit1dw-J background) (Boylston et al., 2006), *Little* (Ghrhrlit/lit, B6 background) (Amador-Noguez et al., 2004, 2007), *Ghr*−/− (B6 background) (Rowland et al., 2005) and *Fgf21* Tg mice (B6 background) (Zhang et al., 2012). Conversely, genes most strongly decreased in GHRH-KO mice were also decreased in *Ames, Snell, Little*, *Ghr*−/− and *Fgf21* Tg mice (e.g., *Hsd3b5, Slco1a1, Igf1, Elovl3, Keg1* and *Igfals*). 

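Cyp2b13 encodes a P450 enzyme that is typical of female liver, and Igfbp1 encodes a binding protein that rises in fasting and low insulin and holds IGF1 in the blood. Both transcripts rose in GHRH-KO liver. Further strong increases were found for Rgs16, a regulator of G protein signaling that follows feeding, for Serpina7, the carrier of thyroid hormone, and for Slc22a27, an organic anion transporter. Cyp2b13 had a log2 fold change of 4.71 (standard error 0.80, adjusted p = 0.0427 from limma), and Igfbp1 one of 4.55 (standard error 0.49, adjusted p = 0.00829). Rgs16 had a log2 fold change of 3.81 (standard error 0.22, adjusted p = 5.9e-04), and Serpina7 one of 3.16 (standard error 0.13, adjusted p = 1.12e-04). All 30 genes shown as increased in Figure 3B that have values passed the threshold, with fold changes from 5.38 to at least 862. They were chosen by the study on these arrays and are not independent evidence. Igfbp1, Rgs16 and Serpina7 kept their calls with any 1 array left out, whereas Slc22a27 lost its call without control replicate 3 (adjusted p = 0.0583) or GHRH-KO replicate 6 (0.0527). The fold change of Rgs16 moved by a factor above 1.5 with 1 array left out, but only where another probe set had the lowest p. Cyp2b13 lost its call without any array but control replicate 2 (adjusted p up to 0.136), and its fold change of 26.1 became 13.0 without control replicate 2 and 41.1 without control replicate 3. For Tob2, another gene of Figure 3B, the fold change rests on a probe set that can hybridize to other transcripts, and without such probe sets its log2 fold change was -0.13. Slc22a27, Hamp2 and Cxcr7 (Ackr3), also in Figure 3B, were each tested by such a probe set alone and have no value without it.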

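A few genes tied to the effect of GH on the liver fell in GHRH-KO mice. Ghr encodes the GH receptor, Igfals the acid-labile subunit that stabilizes IGF1 in the circulation, Elovl3 an elongase of very long fatty acids and Keg1 an acyltransferase. Lcn13, listed as Obp2a in the annotation, encodes a secreted lipocalin. Elovl3 fell by 4.81 on the log2 scale (standard error 0.28, adjusted p = 5.9e-04 from limma), Keg1 fell by 4.06 (standard error 0.37, adjusted p = 0.00392), Igfals fell by 4.01 (standard error 0.35, adjusted p = 0.00341) and Ghr fell by 3.14 (standard error 0.14, adjusted p = 1.46e-04). Lcn13 (Obp2a) was at least 28.4 times lower, since its GHRH-KO mean of 4.14 is at background. Of 20 genes of the GH and IGF axis tested, Ghr, Igf1 and Igfals fell and Igfbp1 rose (3 and 2 when adjusted over the list alone), an enrichment of decreased genes with an odds ratio of 14.5 (Fisher's exact test, two-sided, adjusted p = 0.0119). The other members were not called, and the median log2 fold change was 0.01, against a mean of -0.22 and a camera test pointing downward (adjusted p = 0.961). All 28 genes shown as decreased in Figure 3B that have values passed the threshold, from 5.00 to at least 379 times lower, in a selection the study made on these arrays. Elovl3, Keg1, Igfals, Ghr, Lcn13 and Dct kept their calls with any 1 array left out, where the highest adjusted p was 0.0307.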

Consistent with activation of Nrf2 signaling in GHRH-KO mice, genes altered most strongly in GHRH-KO mice were often similarly altered in mice carrying a liver-specific Keap1-KO mutation (Yates et al., 2009) (e.g., see *Sult1e1, Spink3, Cyp39a1, Hsd3b5, Slco1a1* and *Igf1*; B6 background; Figure 3B). 

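NRF2 switches on genes of glutathione synthesis, quinone reduction and conjugation when its repressor Keap1 is inactive. Among its target genes Nqo1, a quinone reductase, rose in GHRH-KO liver and Gstp1, a glutathione transferase, fell. Cyp39a1, a P450 enzyme that hydroxylates an oxysterol on the way to bile acids, rose strongly. Its log2 fold change was 3.86 (standard error 0.37, adjusted p = 0.005 from limma), and the call was kept with any 1 array left out. Of 29 NRF2 target genes tested, 1 rose and 1 fell (5 and 2 when adjusted over the list alone). The list was not called as a group, with a median log2 fold change of 0.04 (camera, adjusted p = 0.452).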

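Male mice secrete GH in pulses, and this pattern sustains the male program of the liver and keeps the female one low. In the male GHRH-KO mice the male program fell: Hsd3b5, Slco1a1, Elovl3, Susd4, Scara5 and the complement gene C6 were among the decreased genes. Genes of the female program rose, with the sulfotransferase Sult2a2, the receptor gene Vldlr, the antimicrobial peptide gene Hamp2, the peroxisomal transporter Abcd2 and the proton pump subunit Atp6v0d2 among the increased genes. Of 22 male-biased genes tested, 17 fell and none rose by limma (21 fell when adjusted over the list alone, and 22 were lower and 0 higher at an unadjusted p under 0.05), and all 22 had every GHRH-KO value apart from every control value. The median log2 fold change was -2.38 (camera, adjusted p = 5.59e-28), and the shift held with an estimated correlation (adjusted p = 0.00887 with an estimated correlation). Of 27 female-biased genes tested, 14 rose and none fell by limma (21 rose when adjusted over the list alone, and 22 were higher and 0 lower at an unadjusted p under 0.05), and 20 had the groups apart, as had 35.6% of all genes tested, where chance gives 10% for 3 against 3. Their median was 1.57 (camera, adjusted p = 6.19e-19), and the call was lost when the correlation between genes was estimated (adjusted p = 0.203 with an estimated correlation). The called genes were enriched in these lists with odds ratios of 303 for decreased male-biased genes (Fisher's exact test, two-sided, adjusted p = 2.41e-27) and 116 for increased female-biased genes (adjusted p = 3.08e-20). C6 fell by 3.84 on the log2 scale (standard error 0.32, adjusted p = 0.00273 from limma), and Vldlr had a log2 fold change of at least 2.13 (standard error 0.15, adjusted p = 0.00136). Both lists were written after Supplementary file 1 had been read, and 17 male-biased and 14 female-biased genes appear in it. The male-biased and female-biased genes outside it had medians of -1.27 and 1.13 (camera, adjusted p = 3.69e-04 for each, and 0.323 and 0.384 with an estimated correlation), in a test chosen after the data were seen, on what remains once the called genes are taken out. No female livers are among these arrays. Of 37 female-biased genes listed, 28 had a probe set of 1 gene and 27 were tested, so the counts leave some members out. The study's probe set of Prlr, which fell by 1.52 on the log2 scale (adjusted p = 0.0337 from limma), has no gene in the annotation. Prlr therefore entered no count.

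**Figure D2:**
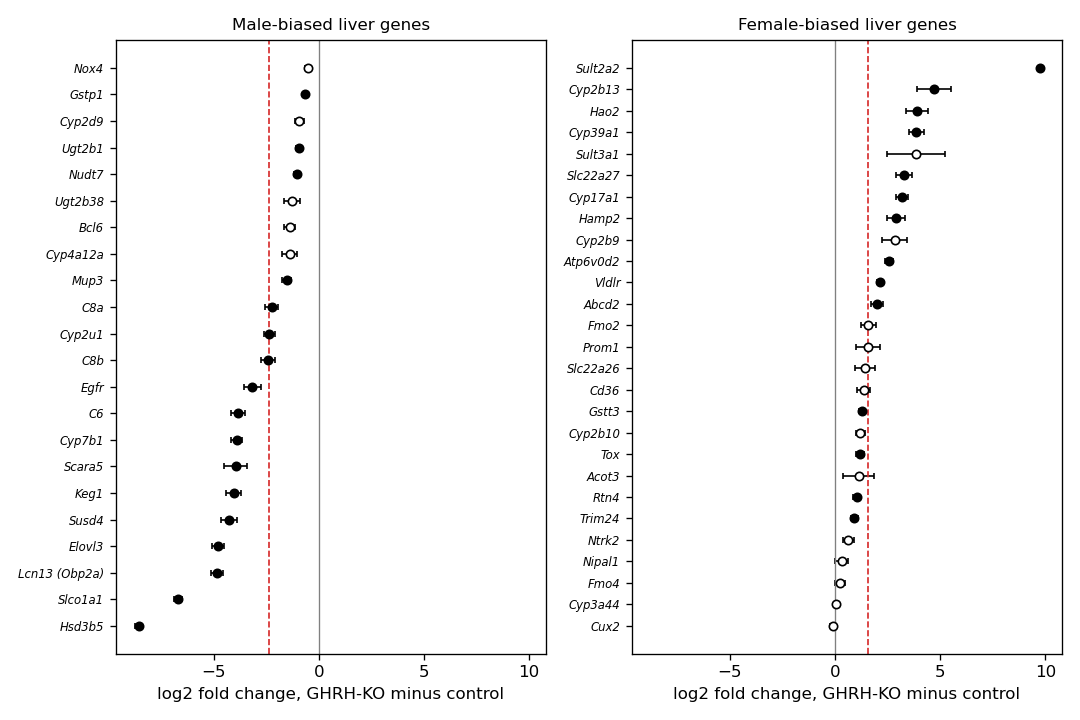
Log2 fold change with its standard error for each tested male-biased gene (left) and female-biased gene (right), GHRH-KO minus control, with filled points for called genes, open points for the others and a dashed line at the list's median. The tested male-biased genes all lie below 0, and 26 of 27 tested female-biased genes lie above 0. Genes without a probe set of 1 gene are not shown.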

We also observed notable trends in which the effects of GHRH-KO on liver gene expression were correspondent with a feminization of gene expression patterns, as well as with the effects of castration in male mice (A/JCr background; Figure 3B) (Rogers et al., 2007). Finally, we observed an unexpected trend, in which genes increased and decreased in GHRH-KO mice were similarly altered in mice with streptozocin-induced diabetes (BALB/c background; Figure 3B) (Kobori et al., 2009).

**Figure 3.**
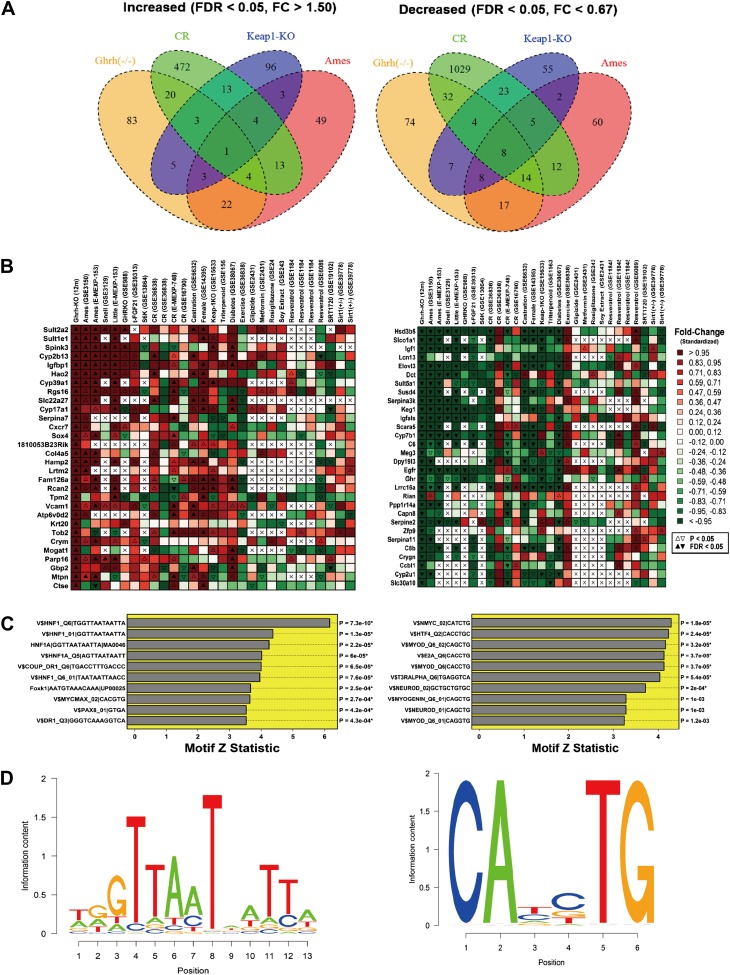
Hepatic gene expression profiles in GHRH-KO mice. Microarray analysis was used to identify 141 genes with increased expression in GHRH-KO liver tissue (FDR < 0.05 and FC > 0.05) and 164 genes with decreased expression in GHRH-KO liver (FDR < 0.05 and FC > 0.05). (**A**) Venn diagram showing overlap of increased and decreased genes with sets of genes similarly altered in hepatic tissue of CR-fed mice, mice with a liver-specific Keap-1 mutation, and long-lived Ames dwarf mice. The same Affymetrix platform was used in each experiment (Mouse Genome 430 2.0 array). (**B**) Genes most strongly increased in GHRH mice (left) and genes most strongly decreased in GHRH mice (right). For comparison, heatmap colors show the fold change for each gene in other mutant mouse models and mice provided various treatments (e.g., CR, resveratrol, etc). Liver tissue was evaluated in all cases. (**C**) Top ranked motifs enriched in 2 kb regions upstream of GHRH-KO-increased genes (left) and GHRH-KO-decreased genes (right). Asterisk symbols denote those motifs remaining significant following FDR-adjustment for multiple testing among the 1291 binding sites included within our motif dictionary. (**D**) Sequence logos for the top-ranked motif among GHRH-KO-increased genes (left, V$HNF1_Q6|TGGTTAATAATTA) and the top ranked motif among GHRH-KO-decreased genes (right, V$NMYC_02|CATCTG). **DOI:** http://dx.doi.org/10.7554/eLife.01098.007

**Figure 3—figure supplement 1.**
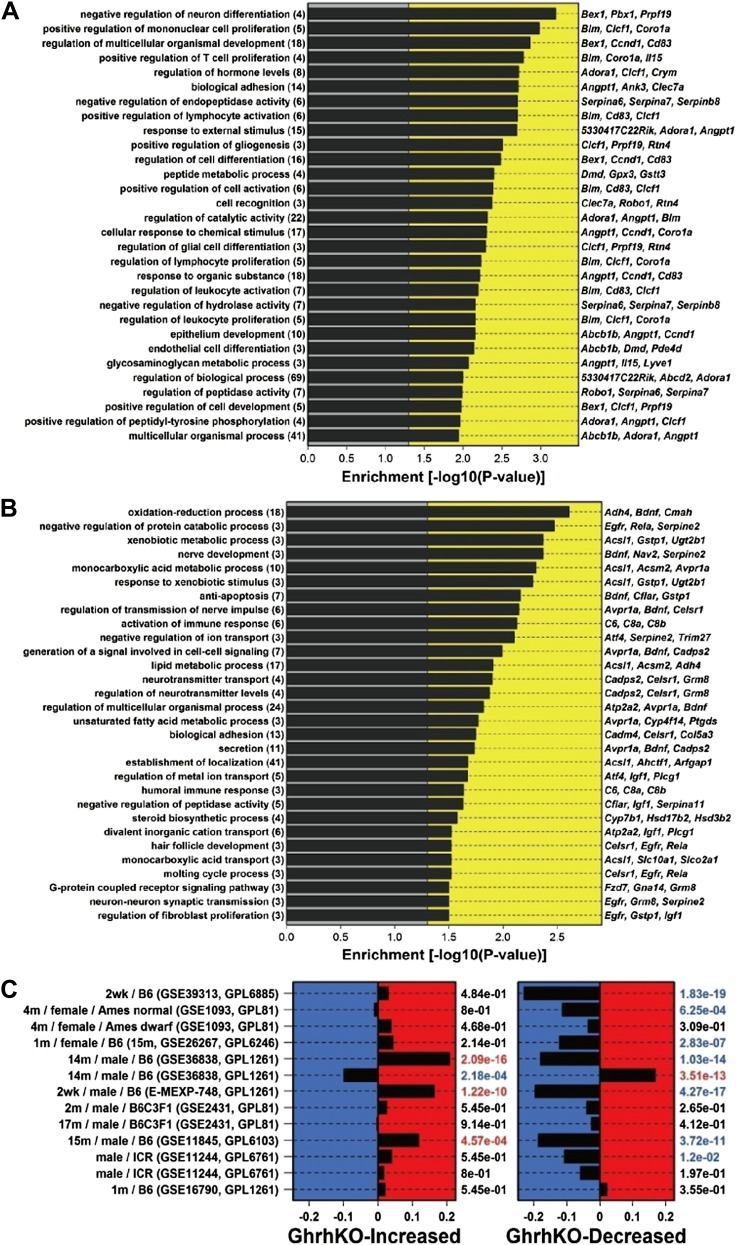
Characterization of genes altered in GHRH-KO mice. (**A**) Top-ranked gene ontology (GO) biological process (BP) terms overrepresented among GHRH-KO-increased genes. We identified 141 genes elevated in GHRH-KO mice as compared to normal controls (FC > 1.50 and FDR < 0.05). The chart lists GO BP terms most significantly overrepresented among these 141 genes (p<0.05; conditional hypergeometric test). The number of GHRH-KO-increased genes associated with each GO BP term is listed in parentheses. The right margin lists example GHRH-KO-increased genes associated with each GO BP term. (**B**) Top-ranked gene ontology (GO) biological process (BP) terms overrepresented among GHRH-KO-decreased genes. We identified 164 genes decreased in GHRH-KO mice as compared to normal controls (FC < 0.67 and FDR < 0.05). The chart lists GO BP terms most significantly overrepresented among these 164 genes (p<0.05; conditional hypergeometric test). The number of GHRH-KO-decreased genes associated with each GO BP term is listed in parentheses. The right margin lists example GHRH-KO-decreased genes associated with each GO BP term. (**C**) Comparison between the transcriptional effects of the GHRH-KO mutation and caloric restriction (CR). We identified 141 genes elevated in GHRH-KO mice (FC > 1.50 and FDR < 0.05) along with 164 genes decreased in GHRH-KO mice (FC < 0.67 and FDR < 0.05). We further identified 13 experiments in which microarrays were used to evaluate the effects of CR in mice (left margin). Enrichment of the 141 GHRH-KO-increased genes was evaluated with respect to each of the CR experiments (left panel). Positive enrichment statistics indicate that GHRH-KO-increased genes tend to be CR-increased, while negative statistics indicate that GHRH-KO-increased genes tend to be CR-decreased. Enrichment p values are listed in the right margin (Wilcoxon rank sum test). Similarly, enrichment of the 164 GHRH-KO-decreased genes was evaluated with respect to each of the CR experiments (right panel). Positive enrichment statistics indicate that GHRH-KO-decreased genes tend to be CR-increased, while negative statistics indicate that GHRH-KO-decreased genes tend to be CR-decreased. Enrichment p values are listed in the right margin (Wilcoxon rank sum test). For each CR experiment, the left margin lists the duration of CR, the sex of the mice, and the mouse genotype (when information is available). The Gene Expression Omnibus (GEO) or Array Express accession identifier is listed in parentheses, along with the GEO array platform identifier. (Note: GPL1261 corresponds to the Affymetrix Mouse 430 2.0 Genome Array, which is the platform we used to measure gene expression in GHRH-KO mice). **DOI:** http://dx.doi.org/10.7554/eLife.01098.008

We speculated that the shifts in hepatic gene expression in GHRH-KO mice could, at least in part, be due to the activation or repression of key transcription factors. To test this possibility, we scanned 2 kb regions upstream of increased and decreased genes for matches to sites within a dictionary of 1291 motifs associated with known DNA-binding proteins. We then used semi-parametric generalized additive logistic models to identify motifs present at significantly elevated frequency among GHRH-KO-altered genes, as compared to all other hepatic related genes. Among the 141 increased genes, the dominant trend was enrichment of hepatocyte nuclear factor (HNF) motifs in upstream regions (Figure 3C). The strongest enrichment was observed for an HNF recognition site with consensus sequence 5-GTTAAT-ATT-3 (p=7.3e-10; Figure 3D). Among the 164 decreased genes, enrichment for motifs associated with several DNA-binding proteins was observed (Figure 3C). However, the strongest trend was increased frequency of a MYC binding site in upstream regions, with consensus sequence 5-CA—TG-3 (p=1.8e-5; Figure 3D). In agreement with this trend, we also noted enrichment of MYC-MAX dimer binding sites upstream of GHRH-KO-increased genes (p=2.7e-4; Figure 3C). Genes altered in GHRH-KO liver were thus characterized by increased frequency of HNF and MYC motifs in upstream regions.

### Activation of genes involved in xenobiotic detoxification metabolism in the liver of GHRH-KO mice

Detoxification and elimination of xenobiotics and endobiotics is a major function of the liver and is important for maintaining the metabolic homeostasis of the organism (Osterreicher and Trauner, 2012). Recent studies in long-lived C. *elegans* have linked the up-regulation of xenobiotic pathways with increased longevity (McElwee et al., 2004). This link has been further supported in mammals, given that several mouse models of delayed aging are characterized by stress resistance and increased xenobiotic gene expression (Amador-Noguez et al., 2007; Steinbaugh et al., 2012). Consistent with this idea, our microarray analysis showed robust elevation in the expression of genes associated with xenobiotic detoxification pathways (Figure 3; Supplementary file 1A,B). 

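Detoxification genes rose and fell in GHRH-KO liver. Conjugating enzymes of the second phase attach sulfate, glucuronic acid or glutathione to a compound, and transporters then carry it into bile or blood. Among the transporters, Abcb1b, a drug efflux pump, and Slc22a27 rose, while Slco1a1, Slco2a1, which carries prostaglandins, and Slc10a1 fell. Of 41 phase II enzymes tested, Sult2a2, Sult1e1 and Gstt3 rose and Sult5a1, Gstp1 and Ugt2b1 fell (5 and 4 when adjusted over the list alone), and the list's median log2 fold change was 0.12 (0.063 to 0.22 with 1 array left out). Its upward shift passed with camera's preset correlation (adjusted p = 0.0478) and not otherwise (adjusted p = 0.602 with an estimated correlation). It was lost without control replicate 1 (adjusted p = 0.0707), control replicate 2 (0.130), GHRH-KO replicate 4 (0.0673) or GHRH-KO replicate 6 (0.131). Increased phase II genes were enriched with an odds ratio of 7.77 (Fisher's exact test, two-sided, adjusted p = 0.0447), and decreased ones had 6.46 (adjusted p = 0.0565). Of 22 hepatic transporters tested, 2 rose and 3 fell (7 and 4 when adjusted over the list alone), with a median of 0.10 (camera, adjusted p = 0.961). Decreased transporters were enriched with an odds ratio of 12.9 (adjusted p = 0.0145), and increased ones had 9.77 (adjusted p = 0.0781). Abcb1b had a log2 fold change of at least 1.50 (standard error 0.19, adjusted p = 0.0155 from limma, and 0.0657 without control replicate 2 or 0.0583 without control replicate 3), and Slc22a27 one of 3.28 (standard error 0.38, adjusted p = 0.0113).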

To confirm the array results, and to gain further insight into the xenobiotic gene regulation patterns in GHRH-KO mice, we used real-time RT-PCR to compare the expression levels of a set of phase I and phase II xenobiotic detoxification genes in liver and small intestine of GHRH-KO vs control mice. Of 15 such phase I mRNAs evaluated, 10 were found to be elevated in liver of KO mice, and seven of these were dramatically elevated compared to controls (Figure 4A). In contrast, most of the hepatic phase II genes were modestly increased in GHRH-KO mice (Figure 4B). However, *Sult2a2*, the gene increased most strongly in microarray screening, was shown by RT-PCR to be elevated by more than 1000-fold in KO mice (Figure 4B). Surprisingly, expression of phase I and II genes was similar in small intestine of KO and control mice, suggesting that the effect of GH on these genes may be liver-specific.

**Figure 4.**
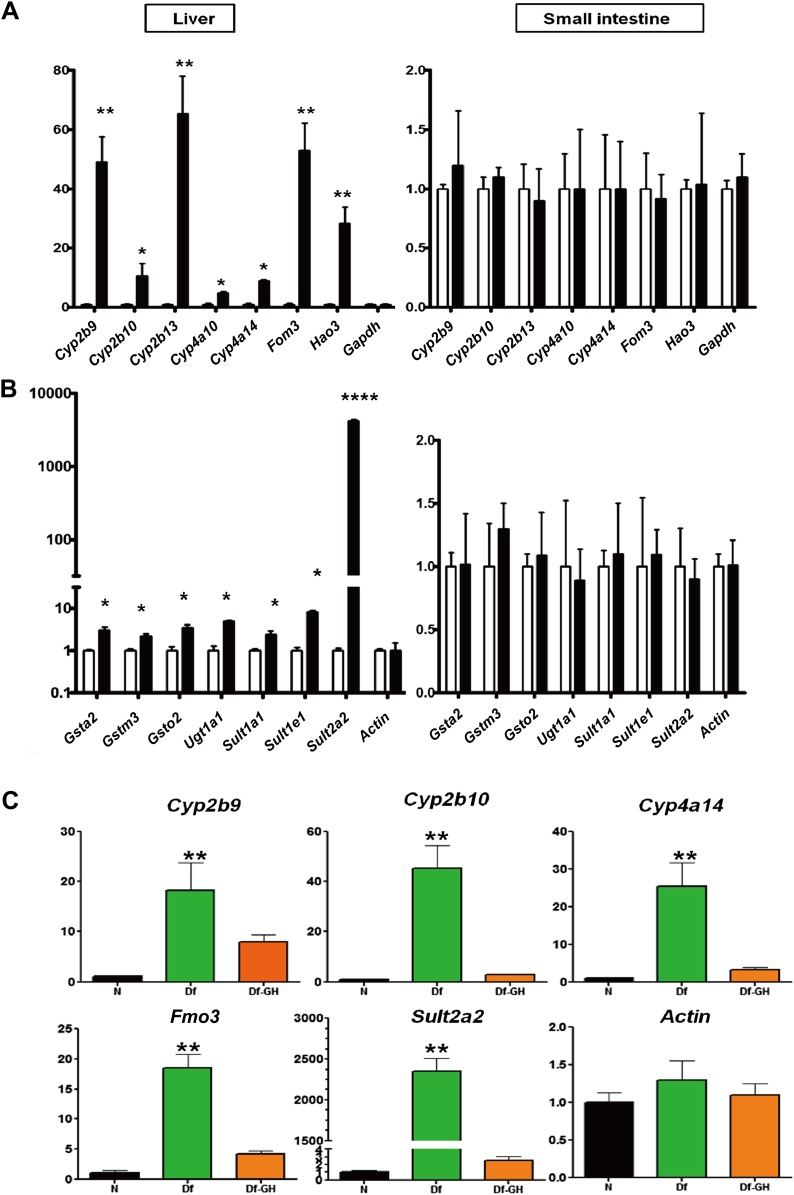
Alteration in Xenobiotic detoxification genes. (**A**) Expression of phase I xenobiotic metabolism levels in liver and small intestine of KO and control mice. (**B**) Expression of phase II xenobiotic genes. (**C**) GH replacement effects on hepatic xenobiotic gene expression in GH deficient Ames dwarf mice (df) and littermates. mRNA was measured using real-time RT-PCR. Data normalized to Gapdh or actin values and were expressed as a ratio (fold change) to levels of mRNA in control mice. Bars indicate mean ± SEM for male KO or df and age-matched control male mice. N = 8 mice per group; *p<0.05, **p<0.01, ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.01098.009

**Figure 4—figure supplement 1.**
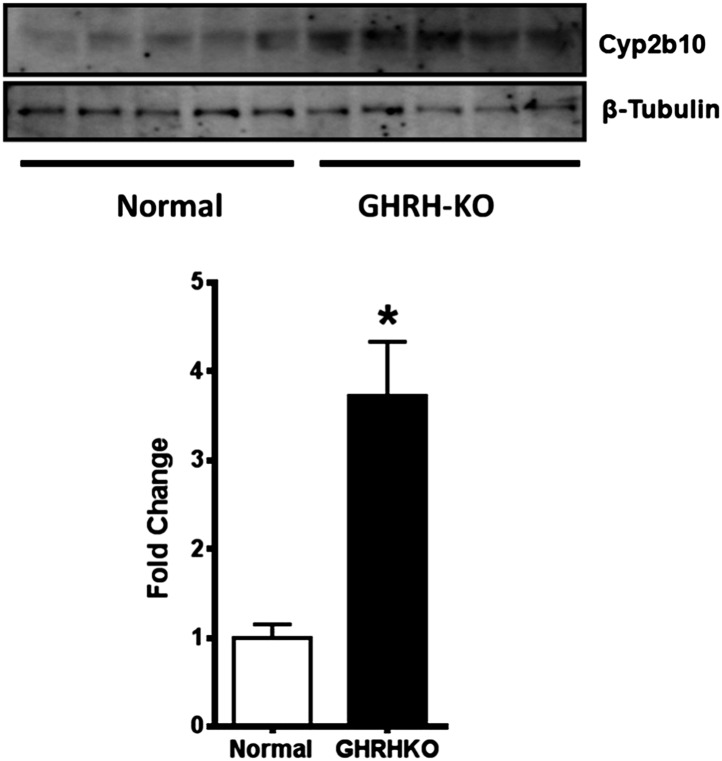
*Cyp2b10* protein expression is elevated in GHRH-KO mouse liver tissue. (Upper panel) Representative immunoblots of *Cyp2b10* and β-tubulin total protein expression are shown. (Lower panel) The means and SEM of *Cyp2b10* expression were normalized to β-tubulin levels (n = 5; *p<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.01098.010

**Figure 4—figure supplement 2.**
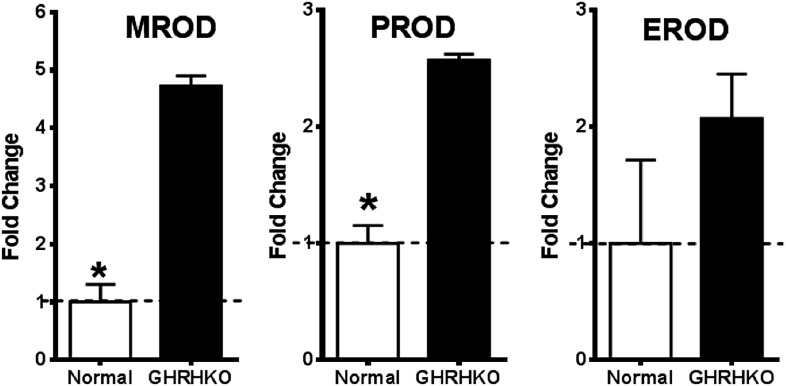
Increased cytochrome P450 activity in the liver of GHRH-KO mice. Change in resorufin formation per minute was measured in liver microsomes by fluorescence spectrophotometry. Elevations in the rate of methoxyresorufin (MROD), pentoxyresorufin (PROD) and ethoxyresorufin (EROD) formation were observed in GHRH-KO mice when compared with controls. (n = 4; *p<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.01098.011

### Treatment with GH reverses the effects of hypopituitarism on hepatic expression of xenobiotic genes

Our data suggested that the disruption of GH signaling leads to elevated expression of genes involved in hepatic xenobiotic metabolism. Previously, we showed that a short-term GH treatment (6 weeks) in *Ames* dwarf mice during early stages of postnatal life could both shorten lifespan and decrease the cellular stress resistance (Panici et al., 2010). To determine whether GH replacement also influences the expression of hepatic xenobiotic genes, we evaluated each of these mRNAs in liver of *Ames* dwarf mice that had been exposed to GH replacement for a period of 6 weeks. As shown in Figure 4C, consistent with the pattern in GHRH-KO mice, hepatic expression of these genes was robustly elevated in *Ames* dwarf mice compared to their littermate controls (p<0.01). GH-treatment of these mutant mice dramatically suppressed the elevation of these genes including *Cyp2b9, Cyp2b10, Cyp4a14, Fmo3* and *Sult2a2* (two-tailed *t* test; p<0.01) (Figure 4C), but had no effect on housekeeping control genes. These findings suggest that GH is a direct regulator of xenobiotic mRNAs in hepatocytes and that elevation of such genes in GH deficient mice is a direct consequence of attenuated GH signaling.

### Different signaling pathways may mediate effects of GHRH deletion

The GH/IGF-1 signaling pathways have been shown to play key role in controlling stress resistance, lifespan, and aging in different organisms (Kenyon, 2010; Bartke, 2011). We hypothesized that the local action of GH/IGF-1 within specific tissues underlies heightened stress cellular stress responses in GHRH-KO mice.

The family of insulin-like growth factor (IGF) and related molecules comprises growth factors (IGF-I, IGF-II), their receptors (IGF-IR, IGF-IIR), and six structurally related IGF binding proteins (IGFBP-1–6) (Hwa et al., 1999). Using real-time RT-PCR analysis, we found a profound suppression of IGF-I transcription and significant up-regulation of *Igf2, Igfbp1* and *Igfbp2* mRNA levels in the liver of GHRH-KO mice relative to controls (Figure 5A). However, such differences were absent in different brain regions, such as cerebral cortex (Figure 5A). This is consistent with previous reports in Ames dwarf mice, indicating that localized regulation of GH/IGF-1-associated mRNAs in the brain is independent of pituitary-derived GH secretion (Sun et al., 2005).

**Figure 5.**
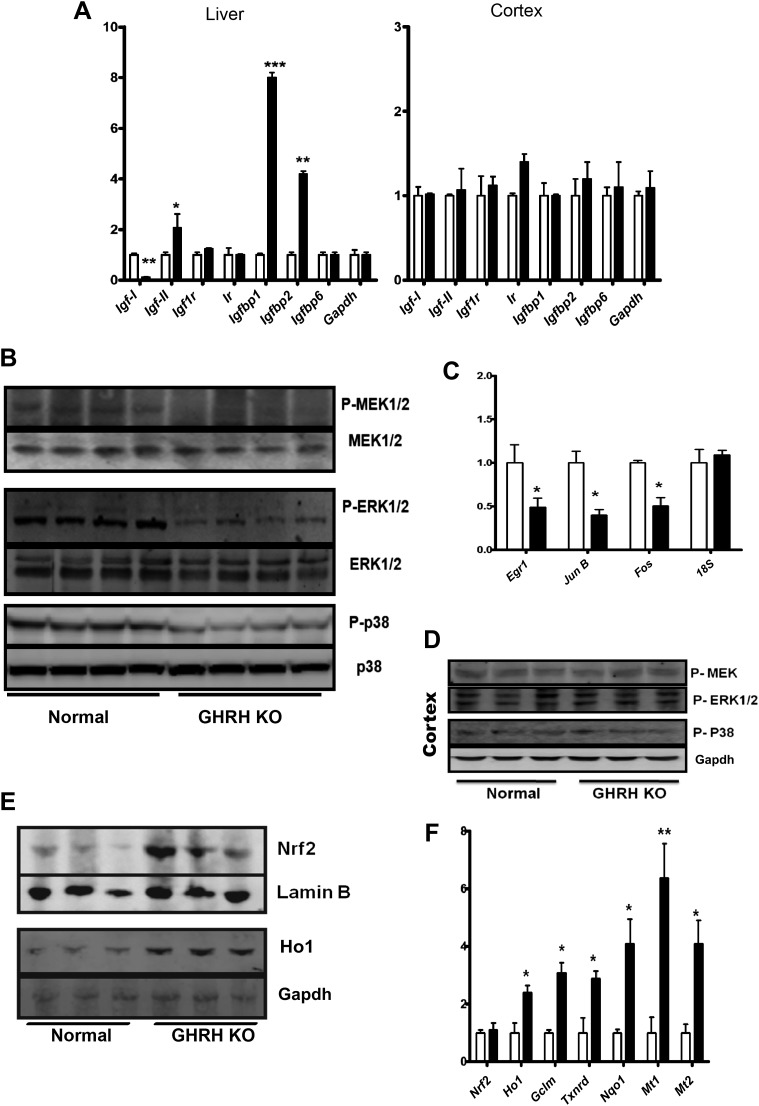
Stress signaling pathways. (**A**) Expression of IGF family related mRNA levels in the liver and cortex of GHRH-KO and control mice using real-time RT-PCR. Data are normalized to Gapdh values and expressed as a ratio to the level seen in control mice. Each bar represents means ± SEM for eight mice of each genotype, *p<0.05, **p<0.01, ***p<0.001. (**B**) Representative autoradiographs of Western blots for phosphorylated and total forms of MEK, ERK1/2 and P38 protein in liver lysates of KO and control mice. Each lane corresponds to a different mouse. (**C**) Expression of *Egr1*, *Jun* and *Fos* mRNA levels in the liver KO and control mice. Data are normalized to 18S values and expressed as a ratio to the level seen in control mice. (**D**) Representative immunoblot of the indicated proteins from cortex lysates. (**E**) Representative autoradiographs of Western blots detecting nuclear accumulation of Nrf2 and Ho1 in the cytoplasm from liver lysates. Gapdh was the cytoplasmic marker and Lamin B was the nuclear marker. Each lane corresponds to a different mouse. (**F**) Expression of Nrf2-dependent mRNA levels in the liver KO and control mice by mRNA Q-PCR. Data are normalized to Gapdh values and expressed as a ratio (fold change) to the level seen in control mice. N = 8 male mice per group; *p<0.05, **p<0.01, ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.01098.012

We further explored the downstream targets/effects of local IGF-I signaling in liver and brain. In comparison to littermate controls, GHRH-KO mice were characterized by decreased hepatic phosphorylation of MAPKs, including the MEK, ERK, and P38 kinases, each of which is known to participate in cellular stress responses (Figure 5B). In contrast, brain tissues from GHRH-KO mice showed no change in phosphorylation of these kinases (Figure 5D). These data further support preservation of local GH/IGF-I signaling in brain regions of KO mice.

The transcriptional regulation of immediate early genes (IEGs) including *Egr1*, *Fos*, and *Jun* are dependent on activation of MAPK signaling pathways. As expected, hepatic IEGs mRNA levels are significantly repressed in GHRH-KO mice (Figure 5C) whereas no alteration was detected in the brains.

Our microarray analysis uncovered correspondence between the hepatic gene expression profiles of GHRH-KO mice and mice carrying a liver-specific Keap1-KO mutation, suggesting that Nrf2 activity might be elevated in GHRH-KO mice (Figure 3). We thus examined Nrf2 signaling in GHRH-KO tissues. As shown in Figure 5E, Western blot analysis of liver lysates showed that GHRH-KO mice had a higher nuclear level of Nrf2 protein than control animals. To further assess Nrf2 activity in the liver, we next evaluated expression of Nrf2 dependent genes by quantitative RT-PCR (Figure 5F). These genes included those encoding glutamate cysteine ligase modifier subunit 1 (GCLM), quinoneoxidoreductase 1 (NQO1), thioredoxinreductase (TXNRD), NAD(P)H quinoneoxidoreductase 1 (NQO1) and metallothioneins 1 and 2. Each of these Nrf2-dependent genes was expressed at higher levels in liver from KO mice than in liver from controls. This further supports up-regulation of Nrf2 signaling in GHRH-KO mice.

### Response of GHRH-KO mice to CR

Our microarray analysis of gene expression indicated that disruption of the GHRH gene had effects that were only partly overlapping with those of CR, indicating that isolated GH deficiency and CR may extend lifespan by independent pathways.

To evaluate the effects of CR, 199 GHRH-KO mice and 211 of their normal siblings were divided into two groups after ad libitum (AL) feeding for the first 12 weeks of life, and then were subjected either to CR or to continued AL feeding. CR produced the expected reduction in body weight in both GHRH-KO and control mice (Figure 6B,C). The relative decrease in body weight in response to CR was comparable between KO and control mice in both sexes. The convergence of average body weighs of N-AL and N-CR males after 80 weeks of age almost certainly represents age-related weight loss in N-AL animals and its delay in the N-CR group.

**Figure 6.**
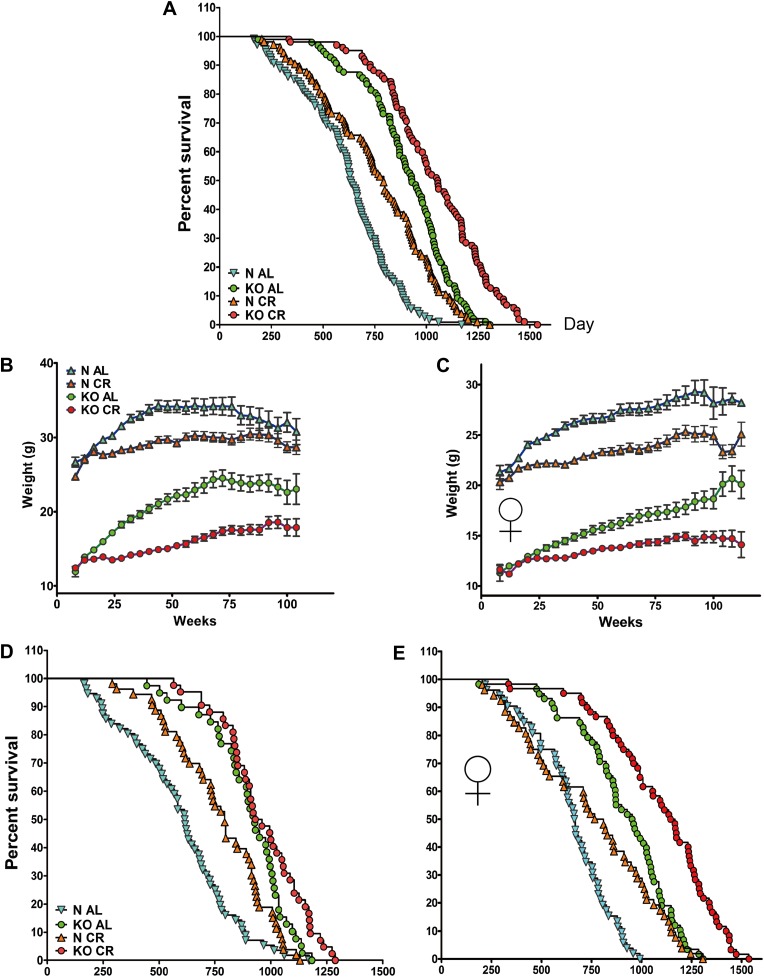
Lifespan and growth curve in response to long-term CR. (**A**) Kaplan–Meier survival plot of GHRH-KO (KO) and Control mice (N) that were fed AL or subjected to long-term CR (Sex pooled); N-AL (N = 108), N-CR (N = 105), KO-AL (N = 97) and KO-CR (N = 102). Time course of changes in body weight for male (**B**) and female (**C**) GHRH-KO and control mice that were fed AL or subjected to CR. Animals were weighed weekly starting at 4 weeks of age. (**D**) Kaplan–Meier survival plot of male KO and Control mice that were fed AL or subjected to long-term CR; N-AL (N = 56), N-CR (N = 53), KO-AL (N = 39) and KO-CR (N = 42). (**E**) Survival plot of female KO and Control mice; N-AL (N = 52), N-CR (N = 52), KO-AL (N = 58) and KO-CR (N = 60). **DOI:** http://dx.doi.org/10.7554/eLife.01098.013

Kaplan–Meier survival curves (Figure 6A) indicate that in GHRH-KO mice, CR produced significant increase in overall survival, average, median, and maximal longevity when the data from both sexes were combined (log-rank test, p<0.0001). Further analysis of each sex separately showed that CR female KO mice out-live AL KO mice by 21% (median lifespan: 1156 days vs 956 days; p=0.0001; logrank test; p<0.0001; Figure 6E). In contrast, the median lifespan of male CR KO mice does not significantly exceed that of male AL KO mice (945 days vs 928 days Figure 6D), but CR still further increased overall survival of male KO mice (logrank test; p=0.0382). As expected, the CR-induced increase in longevity in the control mice was similar to findings in other strains of mice (p<0.0001). Applying the method of Wang/Allison, maximal lifespan of KO mice was increased by CR in both sexes, by 17% for females (p<0.05; Figure 6E) and by 9% for males (p<0.05; Figure 6D).

These results, taken together, support the idea that mechanisms underlying extended longevity in GHRH-KO mutants and CR-fed mice are at least partially distinct.

### Physiological parameters: differential responses to CR between GHRH-KO and control mice

Fasting plasma glucose levels were significantly reduced in GHRH-KO AL-fed mice compared with control AL-fed mice (p<0.005; Figure 7A); CR did not significantly affect the glucose level in either genotype. Plasma insulin was greatly decreased in N-CR, KO-AL, and KO-CR relative to N-AL. CR also resulted in significant further reduction of insulin levels in GHRH-KO mice compared with their AL group (p<0.05). As expected, CR resulted in a significant reduction in plasma IGF-I levels in controls, whereas IGF-I levels in GHRH-KO mice remained at similar very low levels regardless of their diet (Figure 7A). The level of adiponectin, a plasma protein secreted specifically from adipocytes, was higher in GHRH-KO than in the control group (p<0.01; Figure 7A). Interestingly, CR significantly increased plasma adiponectin levels in both genotypes (p<0.005 and 0.01 respectively; Figure 7A). Conversely, circulating leptin levels were reduced by CR only in KO mice (p<0.01), while KO AL animals had higher leptin levels than the controls (p<0.05; Figure 7A). Moreover, fasting plasma triglyceride and cholesterol levels were significantly decreased in KO mice and further suppressed by CR (p<0.05; Figure 7A).

**Figure 7.**
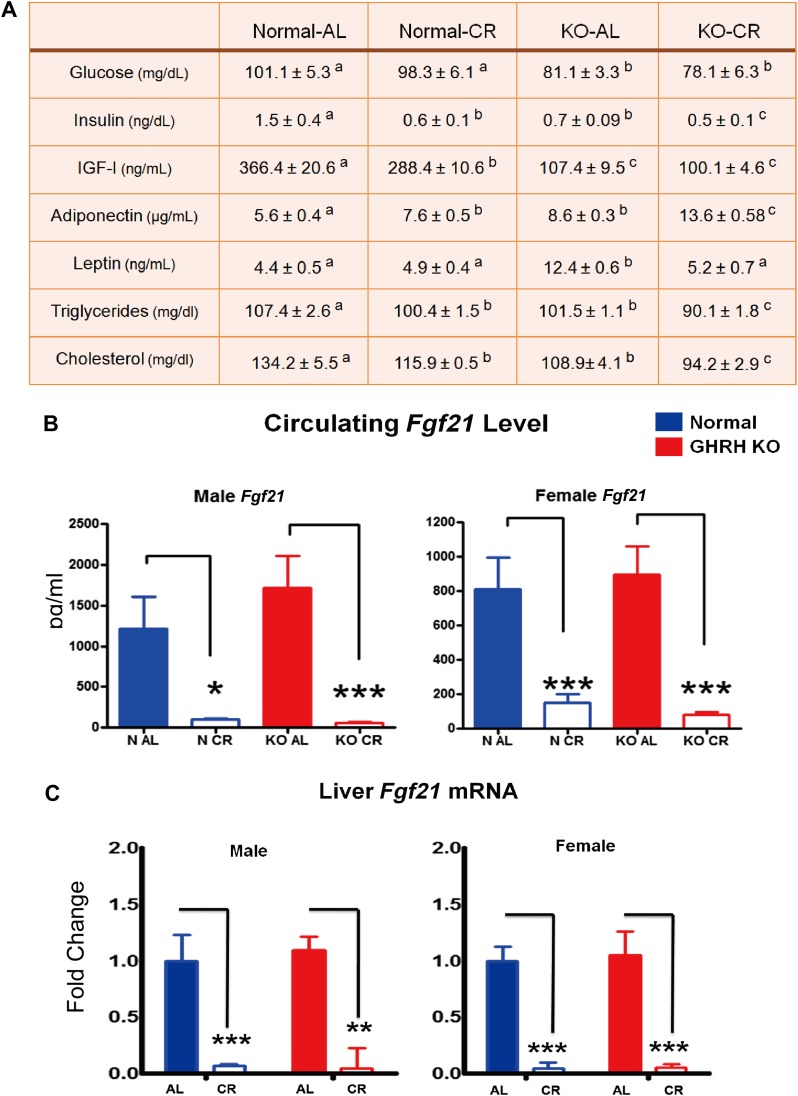
Blood parameters alteration in response to CR. (**A**) Various plasma parameters from GHRH-KO and Control male mice subjected to caloric restriction. Different superscripts denote significant difference at p<0.05. Data represent the means ± SEM. (**B**) Circulating levels of Fgf21. (**C**) Hepatic Fgf21 mRNA levels. Data normalized to Gapdh or actin values and were expressed as a ratio to levels of mRNA in control mice. Bars indicate mean ± SEM. N = 8 mice per group; *p<0.05, **p<0.01, ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.01098.014

**Figure 4—figure supplement 1.**
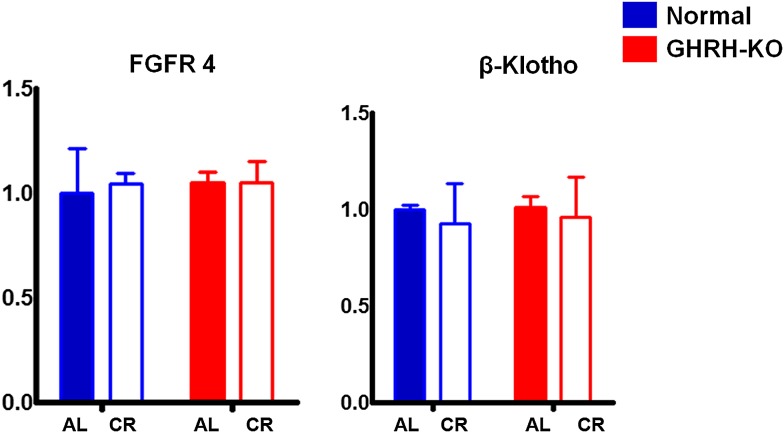
Hepatic FGF4R and β-Klotho mRNA levels. Data normalized to GAPDH values and were expressed as a ratio (fold change) to levels of mRNA in control mice. Bars indicate mean ± SEM N = 8 mice per group. **DOI:** http://dx.doi.org/10.7554/eLife.01098.015

Fibroblast growth factor 21 (FGF21), a critical metabolic regulator of glucose and lipid metabolism, is secreted primarily from the liver in response to prolonged fasting and plays a major role in coordinating adaptive changes such as mobilizing and burning fatty acids among different tissues (Potthoff et al., 2012). A most recent study has shown that overexpression of FGF21 markedly extends lifespan in mice (Zhang et al., 2012). Intriguingly, the Fgf21 transgenic mice have been found to be acting to suppress GH action (Inagaki et al., 2008). In this context, we further evaluated the effect of GHRH deletion and CR on FGF21 expression. To our surprise, CR profoundly suppressed serum FGF21 levels in both male and female GHRH-KO and control mice (p<0.001; Figure 7B) whereas isolated GH deficiency had almost no effect on FGF21 levels. Since liver is the major source of circulating FGF21, hepatic FGF21 mRNA expression was quantified by real-time RT-PCR. Consistent with plasma levels, the transcriptional levels of FGF21 in the liver were markedly inhibited by CR in both GHRH-KO and control mice (Figure 7C). However, no change was detected in the levels of the receptor FGF4R and β-Klotho in liver (Figure 7—figure supplement 1).

## Discussion

The number of mutations known to increase mouse lifespan has increased considerably over the last decade, although often the degree of lifespan increase has been modest in magnitude (Swindell, 2009). The largest increases have been observed in the *Ames* and *Snell* dwarf mice (e.g., 40–50% increase) and these lifespan effects have been replicated in several laboratories with different mouse strains (Bartke, 2011). However, deficiencies of multiple hormones in these models might confound the direct and causal effects of GH deficiency.

In an attempt to overcome this difficulty, we previously found that early life GH (but not thyroxine) replacement almost completely restored Ames dwarf lifespan to the level of wild-type littermate controls (Panici et al., 2010). The little mice carrying a naturally occurring missense mutation in the GHRH receptor (*Ghrhr*^*lit*/*lit*^) have isolated GH deficiency (Eicher and Beamer, 1976; Godfrey et al., 1993). While increased lifespan was also reported in the *little* model, the longevity phenotype is less substantial and depends on a relatively low fat content of the diet employed (Flurkey et al., 2001). In the current study, we find that a robust increase in lifespan in both male and female GHRH-KO mice. Together, our results provide a compelling evidence for the idea that GH pathway is the major regulatory pathway for longevity in mice.

The remarkable magnitude of the extension of longevity in GHRH-KO mice may be related in some ways to the relatively short lifespan of normal animals from this strain, approximately 21 months, as compared to approximately 24 months in normal siblings of *Ames* dwarfs and approximately 29 months in normal siblings on *Ghr*−/− mice in our colonies (Brown-Borg et al., 1996; Bartke et al., 2001; Bonkowski et al., 2006). Studies in *Ghr*−/− mice indicate that the presence of a significant extension of lifespan in animals lacking GH signals does not depend on genetic background but the magnitude of this effect tends to be reduced in a long-lived strain (Coschigano et al., 2003). Differences in the genetic background of GHRH-KO mice and *Ames* dwarf, *Snell* dwarf, and *Ghr*−/− mice used in previous studies in different laboratories make it difficult to determine whether absence of GHRH, GH or their receptors have quantitatively similar or differential impacts on longevity. These comparisons are further complicated by differences between the diets used in different laboratories. Nevertheless, the increased longevity we observed in GHRH-KO animals is a robust finding when compared with same genetic background controls.

### Potential mechanisms mediating reduced GH signaling with extended longevity

Improved insulin sensitivity combined with low insulin and glucose levels are characteristics of a series of long-lived mutant mice and mice with long-term CR (Bartke, 2011). On the contrary, opposite phenotypic features characteristic of metabolic syndrome, including hyperinsulinemia, and insulin resistance, are associated with increased risk of various age-related diseases and with reduced life expectancy (Stensvold et al., 2011; Noale et al., 2012). Consistent with this notion, insulin sensitivity is also improved in the GHRH-KO mice, further supporting that this is a key contributor of lifespan extension of mice. We suspect that at least some of the gene expression responses observed in hepatic tissue of GHRH-KO mice can be attributed to enhanced insulin signaling. For instance, the GHRH-KO-increased genes we identified included Sox4 and Vcam1, each of which have been associated with response to glucose stimulus. In addition, among the 164 GHRH-KO-decreased, upstream regions were enriched with motifs recognized by MYC, which is a transcription factor associated with the TOR branch of the insulin signaling pathway.

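Sox4 encodes a transcription factor of progenitor cells that also acts in insulin-producing cells, and Vcam1 encodes an adhesion molecule of the vessel wall that binds leukocytes. Both transcripts rose in GHRH-KO liver. Of 24 genes of the insulin and TOR pathway, none was called by limma and none when adjusted over the list alone, while 5 were higher and 7 lower at an unadjusted p under 0.05. Sox4 had a log2 fold change of 3.07 (standard error 0.36, adjusted p = 0.0129 from limma). Its call was kept with any 1 array left out. Its fold change then moved by a factor above 1.5 only where another probe set had the lowest p. Vcam1 had a log2 fold change of 2.58 (standard error 0.41, adjusted p = 0.0332). Its call was lost without any array but control replicate 1, with adjusted p up to 0.114. Its probe set with the highest mean gave 0.30 and was not called. The median log2 fold change of the insulin and TOR genes was 0.02, with a camera test pointing downward (adjusted p = 0.961). These are transcript levels and do not test the activity of the pathway. The phosphorylation and insulin tolerance data of the paper were not analysed here.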

Increased resistance to multiple forms of lethal stress has been consistently associated with lifespan extension in long-lived mutant worms, flies and mice suggested the appealing idea that the longevity seen in these mutants was a consequence of their stress resistance (Miller, 2009). Our evaluation of changes in hepatic gene expression profiles and stress response pathways also points toward this direction. For instance, several of the genes with increased expression in GHRH-KO liver were associated with the GO biological process term ‘cellular response to stress’ (e.g., Blm, Ccnd1, Dclre1a, Ddx1, Gpx3, Il1rn, Krt20, Morf4l2, Ppargc1a, Prpf19, Rtn4, Slc2a1, Sox4 and Vldlr). Additionally, we noted that several genes with increased expression in GHRH-KO liver had also been induced in experiments where mice had been exposed to injury or toxicity stressors, including partial hepatectomy (e.g., Cenpq, Ccnd1 and Cdkn2c), the HSF-activating compound quercetin (e.g., Gpr146, Il1rn and Tef), and high doses of acetaminophen (e.g., Vcam1, Mafb and Slc2a1).

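The 14 stress genes act in unlike ways. Blm and Dclre1a repair DNA, Gpx3 reduces peroxides in plasma, Ppargc1a drives mitochondrial and gluconeogenic genes in fasting, Slc2a1 carries glucose and Vldlr takes up lipoproteins. All 14 rose in GHRH-KO liver, and all 14 when adjusted over the list alone. The genes were chosen by the study on these arrays, so this is not independent evidence. Sox4 and Krt20 are also cholangiocyte markers, and increased genes were enriched in that marker list (odds ratio 65.0, Fisher's exact test, two-sided, adjusted p = 0.0108). Both are in Supplementary file 1, which had been read before the list was written, so this enrichment is not independent evidence. The 3 other cholangiocyte markers tested had a median of -0.54 (camera, adjusted p = 0.615). That marker list was not called as a group (median 0.25, camera, adjusted p = 0.177). A change in the share of cholangiocytes was not separated from a change within cells. Il1rn, which blocks the interleukin 1 receptor, had a log2 fold change of at least 2.32 (standard error 0.23, adjusted p = 0.00618 from limma), Blm one of at least 1.15 (standard error 0.11, adjusted p = 0.00617) and Krt20 one of at least 2.55 (standard error 0.38, adjusted p = 0.027). Ppargc1a rose by 1.39 (standard error 0.25, adjusted p = 0.0495), and Gpx3 by 0.84 (standard error 0.14, adjusted p = 0.0353). The median of the list was 1.07 (camera, adjusted p = 2.35e-12), and the shift did not pass otherwise (adjusted p = 0.0793 with an estimated correlation). Blm, Il1rn, Sox4 and Vldlr kept their calls with any 1 array left out. The fold changes of Sox4 and Vldlr moved by a factor above 1.5 only where another probe set had the lowest p. The other 10 lost theirs without control replicate 2 or GHRH-KO replicate 6, and adjusted p reached 0.162 with 1 array left out. For Ddx1, Morf4l2, Prpf19, Il1rn and Slc2a1 the probe sets disagree: Ddx1 gave -0.0030 and Morf4l2 0.05 without the probe sets that can hybridize to other transcripts, Prpf19 gave -0.60 there and -0.67 without control replicate 3, and Il1rn and Slc2a1 gave 0.44 and 0.22 with the probe set of highest mean.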

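Cenpq, a protein of the centromere, and Cdkn2c, an inhibitor of cyclin-dependent kinases, rose in GHRH-KO liver together with the cyclin gene Ccnd1. Tef, a transcription factor under the control of the circadian clock, rose as well. Gpr146, a receptor of the hepatocyte membrane, did not pass the test. Ccnd1 had a log2 fold change of 2.00 (standard error 0.26, adjusted p = 0.0168 from limma), Cdkn2c one of 1.67 (standard error 0.18, adjusted p = 0.00792) and Cenpq one of 0.93 (standard error 0.11, adjusted p = 0.0108). Tef had a log2 fold change of 0.83 (standard error 0.14, adjusted p = 0.0465), and Gpr146 one of 0.59 (standard error 0.17, adjusted p = 0.143). Without an intensity filter another probe set of Gpr146 was read, which rose by 0.80 (adjusted p = 0.0375). Cdkn2c and Il1rn kept their calls with any 1 array left out, while Ccnd1, Cenpq, Slc2a1, Tef and Vcam1 lost theirs without GHRH-KO replicate 6, and adjusted p reached 0.159.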

The transcription factor Nrf2 plays a central role in regulating many antioxidant-related genes against multiple types of stress (Ma, 2013). Under normal conditions, Nrf2 is sequestered in the cytosol by Keap1, the cytosolic repressor of Nrf2. In response to various stress, Nrf2/Keap1 binding is disrupted, and Nrf2 translocates into the nucleus to stimulate the activation of various antioxidant-associated genes (Ma, 2013). Overexpression of SKN-1 (Nrf2 ortholog) can prolong *C. elegans* lifespan (Tullet et al., 2008). Disruption of Keap1, which in turn increase Nrf2 activity, also increases the male *Drosophila melanogaster* longevity (Sykiotis and Bohmann, 2008). However, whether Nrf2 can contribute to the mammalian aging and affect lifespan remains undemonstrated. Intriguingly, as revealed by our microarray comparison, liver-specific Keap1 knockout mice have increased resistance to hepatic stressor acetaminophen and exhibit a very similar hepatic gene expression pattern to the one of GHRH-KO mice (Figure 3A) (Okawa et al., 2006). Genes induced in Keap1(−/−) and GHRH-KO mice include Nqo1, Adora1, Cyp39a1, Trim24 and Gstt3, while genes decreased in both models include Ttc39c, Tmem19, Egfr, Mcm10 and Slco1a1. Moreover, nuclear Nrf2 protein and many ARE genes were upregulated in GHRH-KO mice suggesting that Nrf2 could play an important role in lifespan extension of these long-lived mice.

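Trim24, a corepressor of nuclear receptors, Nqo1 and the glutathione transferase Gstt3 rose in GHRH-KO liver. Egfr, the receptor of epidermal growth factor, fell, as did the replication factor Mcm10 and the little-studied genes Ttc39c and Tmem19. Of the enzymes that remove reactive oxygen, Gpx3, the mitochondrial thioredoxin gene Txn2 and the glutathione synthetase gene Gss rose. Nqo1 had a log2 fold change of 1.22 (standard error 0.14, adjusted p = 0.0126 from limma), Trim24 one of 0.92 (standard error 0.15, adjusted p = 0.0351) and Gstt3 one of 1.28 (standard error 0.15, adjusted p = 0.0134). Egfr fell by 3.16 on the log2 scale (standard error 0.39, adjusted p = 0.0144), Tmem19 fell by 1.53 (standard error 0.13, adjusted p = 0.00289), Mcm10 fell by 1.55 (standard error 0.23, adjusted p = 0.0263) and Ttc39c fell by 0.99 (standard error 0.14, adjusted p = 0.0228). Of 23 antioxidant genes tested, 3 rose and none fell (3 and 1 when adjusted over the list alone), with an odds ratio of 14.8 (Fisher's exact test, two-sided, adjusted p = 0.0119). That list had a median of 0.02, a mean of -0.02 and a camera test pointing downward (adjusted p = 0.961). The probe sets of Txn2 and Gss with the highest mean gave -0.17 and 0.26 and were not called. Cyp39a1, Slco1a1 and Tmem19 kept their calls with any 1 array left out. Egfr, Gstt3, Mcm10, Nqo1, Trim24 and Ttc39c lost theirs without at least 1 array, with adjusted p up to 0.128. Without control replicate 2, control replicate 3 or GHRH-KO replicate 6, 4 of these calls were lost, though not the same 4. The fold changes of Egfr and Trim24 moved by a factor above 1.5 with 1 array left out, but only where another probe set had the lowest p.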

All organisms are continuously exposed to a wide variety of exogenous and endogenous toxic compounds in the environment. Recently, it has been proposed that a generalized up-regulation of xenobiotic detoxification pathways may be a shared feature of long-lived mutants and a key mechanism of longevity assurance (McElwee et al., 2004; Shore et al., 2012; Steinbaugh et al., 2012). Our findings show both a strong increase and decrease in xenobiotic metabolism genes in GHRH-KO mice. 

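Phase I enzymes, phase II enzymes and transporters each held increased and decreased genes. The increased genes were Abcb1b, Cyp2b13, Cyp2c38, Cyp2c39, Gstt3, Hao2, Slc22a27, Sult1e1 and Sult2a2. The decreased genes were Adh4, Cyp2c54, Cyp2g1, Cyp2u1, Cyp4f14, Gstp1, Slc10a1, Slco1a1, Slco2a1, Sult5a1 and Ugt2b1, of which Cyp2c54 is named after its values were seen. Of the 134 genes tested in these 4 lists together, 9 rose and 11 fell, and 114 were not called. The change was at least 2-fold in all 9 increased genes and in 6 of the decreased genes. Of the 134, 7 belong to the male-biased and 12 to the female-biased genes.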

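Cyp2c38 and Cyp2c39 are P450 enzymes that act on retinoic acid, arachidonic acid and drugs, and both rose in GHRH-KO liver. Cyp2c38 had a log2 fold change of 1.40 (standard error 0.24, adjusted p = 0.0461 from limma), and Cyp2c39 one of 1.35 (standard error 0.17, adjusted p = 0.0149). In each gene the GHRH-KO values lay above all control values.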

Among GHRH-KO-increased genes, several were associated with P450 drug metabolism (e.g., Cyp2b13, Cyp2c38 and Cyp2c39). Similarly, among GHRH-KO-decreased genes, we noted that several were associated with xenobiotic metabolic processes (e.g., Acsl1, Gstp1 and Ugt2b1).

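Gstp1 encodes a glutathione transferase that is higher in male than in female mouse liver, and Ugt2b1 encodes an enzyme that couples steroids and drugs to glucuronic acid. Both transcripts fell in GHRH-KO liver. Gstp1 fell by 0.67 on the log2 scale (standard error 0.10, adjusted p = 0.0286 from limma), and Ugt2b1 fell by 0.96 (standard error 0.14, adjusted p = 0.0279). Gstp1 lost its call without each of the arrays (adjusted p up to 0.110), and Ugt2b1 without each but GHRH-KO replicate 5 (adjusted p up to 0.107). The RMA values of Gstp1 were 14.15, 14.19 and 14.14 in control replicates 1, 2 and 3. They were 13.45, 13.50 and 13.53 in GHRH-KO replicates 4, 5 and 6, so no single array stood apart from its group.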

The mechanisms underlying activation of xenobiotic metabolism genes in the absence of environmental toxins remain unknown. Some studies have shown elevation of bile acids (as endogenous xenobiotics) level and altered bile acid metabolism in GH deficient mice (Amador-Noguez et al., 2004, 2007). Moreover, several GH-mediated transcriptional factors including Nrf2, STAT 5b, and hepatic nuclear factor (HNF) 4alpha have been shown to play an important role in xenobiotic gene expressions (Waxman and Holloway, 2009; Wu et al., 2012). In this study, we postulate that the activation of xenobiotic metabolism pathway, presumably through inhibition of GH signaling and alterations of the corresponding transcriptional factors, protects the tissues from the damaging effects of endogenous and exogenous molecules and thus contributes to maintaining tissue and metabolic homeostasis during aging.

We note that an important avenue for future work will be to carry out end-of-life pathology studies of GHRH-KO mice. This will provide information on likely causes of death and how such causes may differ from those in control animals. At this point, however, based upon findings in other GH-related long-lived mutants (Ikeno et al., 2003; Vergara et al., 2004; Ikeno et al., 2009), we suspect that reduced incidence and/or delayed onset of cancer may have contributed to extended longevity of GHRH-KO mice.

### Different CR responses in long-lived GH deficient and GH resistant mice

Comparison of the impact of CR on longevity in GHRH-KO mice to the results obtained previously in other long-lived GH-related mutants reveals both similarities and differences. Resembling findings in Ames dwarf mice (Bartke et al., 2001), CR produced a further significant extension of longevity in both sexes of GHRH-KO animals. In contrast to these findings, in GH resistant Ghr−/− mice, CR does not alter longevity of males and produces only a small, although statistically significant reduction of late mortality in females (Bonkowski et al., 2006). Relating these differential responses to CR to the impact of these mutations on insulin levels lends support to our hypothesis that suppression of insulin levels is an important mechanism of life extension by CR. Indeed CR has no or little impact on longevity of animals in which insulin levels are already profoundly suppressed (Bonkowski et al., 2006). However, we cannot exclude that differences in the genetic background of animals could also partially explain these differences.

The CR-induced extension of longevity in GHRH-KO mice was greater in females than in males, while in GHRH-KO mice subjected to CR, longevity was increased in females only. The mechanism for the sex dimorphism in response to CR is poorly understood. Intriguingly, deletion of several genes related to insulin/IGF-I signaling including S6k1 (Selman et al., 2009), IRS1 (Selman et al., 2008) extends longevity only in females. Perhaps divergent effects of male and female sex hormones on adiposity, adipose tissue distribution, inflammation, cardiac function and/or neuroprotection renders males less responsive to the beneficial effects of reducing insulin, somatotropic and mTOR signaling by dietary or genetic interventions (Bartke et al., 2013).

It deserves emphasis that the ablation of GHRH in female mice markedly extends longevity even though insulin levels are not significantly reduced. Insulin levels are reduced in Ames dwarf, Snell dwarf, and Ghr−/−, but not in transgenic mice expressing a GH antagonist in which longevity is not increased (Coschigano et al., 2003). Suppression of insulin levels is one of the most consistent and robust responses to CR in mice and in other mammalian species. Accordingly, even in humans, insulin sensitivity seems to be a common feature found in centenarians (Paolisso et al., 1996).

Intriguingly, GHRH-KO mice have a significantly higher percent body fat (Figure 2) throughout their lifespan. In agreement with the increased obesity, KO mice have elevated serum level of leptin. Interestingly, we found that long-term CR reduced circulating leptin level but increased the adiponectin level in GHRH-KO mice. These results suggest that GH signaling interacts with CR affecting gene expressions and secretion patterns of adipose tissues in these animals.

### GH action, Fgf21 and CR effect

FGF21 plays a major role in eliciting and coordinating the adaptive starvation response and promotes similar physiological changes caused by CR, including decreased glucose levels, increased insulin sensitivity, and improved lipid mobilization (Potthoff et al., 2012). A most recent study has shown that overexpressing FGF21 in mice prolongs lifespan dramatically (Zhang et al., 2012). Furthermore, Fgf21 Tg and CR-fed mice show similarity with respect to their hepatic gene expression profiles (Zhang et al., 2012). For these reasons, FGF21 is speculated to increase longevity by partially mimicking the effect of CR in liver and potentially other tissues. In previous studies, however, CR did not induce transcription of hepatic FGF21, nor did CR alter levels of FGF21 in circulation (Sharma et al., 2012; Zhang et al., 2012). Intriguingly, our data show that long-term (over 12 months) 40% CR profoundly suppressed hepatic FGF21 mRNA and plasma FGF21 concentrations in both GHRH-KO and control mice. This result differs from previous studies, potentially due to differences in mouse strains or the use of short-term CR in earlier work. Nevertheless, these results do not support FGF21 as a key mediator of the pro-longevity effects of CR.

Previously, FGF21 has been shown to cause GH resistance and inhibit hepatic GH signaling through Stat5-dependent manner (Inagaki et al., 2008). Interestingly, we found no alteration in FGF21 expression in GHRH-KO mice compared to controls. Moreover, our hepatic transcriptome analysis has revealed pretty good overlap in genes affected by GHRH deletion and FGF21 overexpression (Figure 3B). Thus, our results further support the idea that FGF21 longevity effect is likely mediated by the GH signaling. Also, the regulatory crosstalk between GH signaling and FGF21 action may play a pivotal role in controlling metabolic homeostasis during starvation and chronic dietary restriction.

It will be imperative, in future work, to better understand how CR and GH signaling interact with each other at both the metabolic and cellular levels. Knowledge gained through these experiments will shed light on the mechanism by which aging and lifespan are regulated by the GH pathway.

## Materials and methods

### Animals

GHRH-KO mice and their littermate controls (on a mixed C57BL6 and 129SV background) were bred in a closed colony at the RS’s laboratory (Alba and Salvatori, 2004), housed under standard conditions (12-hr light/12-hr dark cycling and 20–23°C), and fed Lab Diet Formula 5001 (23% protein, 4.5% fat, 6% fiber) (Nestle Purina, St. Louis, MO). All animals were fed AL for the first ∼12 weeks of life. Thereafter, the mice were either fed AL (AL groups) or 40% of AL (CR groups). Mice were weighed approximately 16–20 hr after the CR groups had been fed. Animal protocols were approved by the Animal Care and Use Committee of Southern Illinois University.

### Glucose tolerance test and insulin tolerance test

16 hr-fasted mice underwent GTT by i.p. injection with 1 g of glucose per kg of body weight (BW). Blood glucose levels were measured at 0, 15, 30, 45, 60, and 120 min using a PRESTO glucometer (AgaMatrix, Salem, NH) for GTT. Non-fasted mice were injected by i.p. with 1 IU porcine insulin (Sigma, St. Louis, MO) per kg of BW Blood glucose levels were measured at 0, 15, 30, and 60 min for ITT. The data for both ITT and GTT are presented as a percentage of baseline glucose. p values were calculated by unpaired, two-tailed Student’s *t* tests to compare the specific time points. The homeostasis model assessment of insulin resistance (HOMA-IR) was calculated using glucose and insulin concentrations obtained after 7 hr of food withdrawal, using the following formula: fasting blood glucose (mg/dl) × fasting insulin (µU/ml)/405.

### Microarray analysis

Hepatic gene expression in GHRH-KO mice and normal littermates was profiled using the Affymetrix Mouse Genome 430 2.0 oligonucleotide array platform (n = 3 per genotype, males, 10 months of age). Standard Affymetrix quality control metrics were calculated for each hybridization, including the percentage of probe sets with signals detected above background (i.e., percent present), global RNA degradation score, average background, intensity scale factor, and four measures derived from the fitting of probe-level models (RLE median, RLE IQR, NUSE median and NUSE IQR). Hierarchical cluster analysis was also performed to identify potential outliers. All chips were retained for further analyses based upon these quality control evaluations. Expression scores were calculated for each chip using robust multichip average (RMA). The Affymetrix Mouse Genome 430 2.0features a total of 45101 probe sets; however, we removed 19956 from consideration since they were not significantly expressed above background in any of the six array hybridizations (Wilxon signed rank test as implemented in the MAS 5.0 algorithm). Our analysis was thus based upon 25145 probe sets with expression significantly above background in at least one of the six hybridizations (13201 unique mouse genes). Probe sets showing increased or decreased expression were identified using empirical Bayes methods as implemented in the limma software package (R Bioconductor). An FDR correction for multiple hypotheses testing among all probe sets was performed using the Benjamini-Hochberg procedure. Since the Mouse Genome 430 2.0 includes some ‘sibling’ probe sets that target mRNAs associated with the same gene, we limited redundancy in our results by considering only the most significantly altered probe set associated with a given gene (i.e., the probe set with the lowest p value). Overall, we identified 365 genes differentially expressed between GHRH-KO mice and normal littermates (141 increased and 164 decreased genes; FDR < 0.05 with fold-change >1.5 or <0.67). With respect to these gene sets, we tested for significantly overrepresented Gene Ontology and KEGG terms using a conditional hyper-geometric test as implemented in the GOstats package (R Bioconductor). For these analyses, significant overrepresentation was assessed relative to a background gene set that included only the 12836 liver-expressed genes not identified as differentially expressed. Enrichment of motifs in regions upstream of differentially expressed genes was evaluated by screening a dictionary of 1291 motifs associated with DNA-binding proteins, which had been assembled by pooling motifs available from the Jaspar, UniPROBE and Transfac databases. Motif enrichment in regions upstream of differentially expressed genes was assessed using semi parametric generalized additive logistic regression models (Swindell, 2012; Swindell et al., 2012). Protein-coding sequences and repetitive DNA elements were masked in all sequence scans. In all cases, motif enrichment in regions upstream of differentially expressed genes was assessed relative to a background gene set that included only liver-expressed genes not identified as differentially expressed.

### Real-time RT-PCR

Quantitative real-time PCR was performed using a Rotor-Gene 3000 system (Corbett Research) with a QuantiTect SYBR Green RT-PCR kit (Bio-rad) as described (Sun et al., 2011). In brief, cells were homogenized with RNA extraction buffer (TRIZOL reagent; Life Technologies, CA) to yield total RNA following the manufacturer’s instructions. Total RNA was reverse transcribed with poly-dT oligodeoxynucleotide and SuperScript II. After an initial denaturation step (95°C for 90 s), amplification was performed over 40–45 cycles of denaturation (95°C for 10 s), annealing (60°C for 5 s), and elongation (72°C for 13 s). Amplification was monitored by measuring the fluorometric intensity of SYBR Green I at the end of each elongation phase. The oligonucleotide-specific primers are shown in Supplementary file 1C. Glyceraldehyde-3-phosphate dehydrogenase (Gapdh) or beta-actin expression was quantified to normalize the amount of cDNA in each sample. The change in threshold cycle number (Ct) was normalized to the Gapdh reference gene by subtracting Ct_Gapdh_ from Ct_gene_. The effect of treatment (Ct) was calculated by subtracting Ct_normal_ from Ct_Tg_. Fold induction was determined by calculating 2^Ct^.

### Western blot analysis

Tissues were homogenized in 0.5 ml ice-cold T-PER tissue protein extraction buffer (Thermo Scientific, Rockford, IL) with protease and phosphatase inhibitors (Sigma). 40 µg of total protein was separated electrophoretically according to size by SDS-polyacrylamide gel electrophoresis using Criterion XT Precast Gel (Bio-Rad, Hercules, CA), and blotted with the antibodies. For visualization of specific bands in the chemiluminescence assays, the membrane was exposed to X-OMAT film; for chemifluorescence the membrane was incubated with ECF (enhanced chemifluorescence) substrate and a digital image was generated with the Molecular Dynamics Storm system. Quantification of immunoblot signals was performed using the ImageQuant software package (Molecular Dynamics, Sunnyvale, CA).

### Statistical analyses

All groups of discrete, single-measurement data were tested by Student’s *t* test using GraphPad PRISM 4.03 (GraphPad Software Inc., La Jolla, CA). Insulin tolerance testing results were assessed by analysis of variance (ANOVA) with repeated measures using SPSS 17.0 (SPSS Inc., Chicago, IL). Overall survival was tested by logrank test, using GraphPad PRISM 4.03. Maximal survivorship was evaluated as previously described (Wang et al., 2004).

### Antibodies

The following antibodies were obtained for immunoblotting: p38 MAPK, phospho-p38 MAPK (Thr180/Tyr182), ERK, phospho-ERK (Thr202/Tyr204), JNK, phospho-JNK (Thr183/Tyr185), phospho-Akt (Ser473) and Akt, from Cell Signaling Technology (Beverly, MA); Nrf2 antibody from Novus Biologicals (Littleton, CO); β-actin, inhibitor from Sigma-Aldrich Corp.; and goat anti-rabbit and goat anti-mouse antibodies from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA).

### Transcription factor analysis

Methods used to assess enrichment of transcription factor binding sites in 2 kb regions upstream of differentially expressed genes have been described in a recent publication (Swindell et al., 2013). In brief, we first assembled a dictionary of 1209 motifs representing the empirically-determined recognition sites of DNA-binding proteins (e.g., by chip-chip, chip-RNAseq, or protein binding microarray). These motifs were obtained by initially pooling those available in three databases, including Jaspar (145 motifs), UniPROBE (295 motifs) and TRANSFAC (819 motifs). This yielded an initial set of 1259 motifs, which were then filtered to exclude repetitive motifs or any motifs fewer than four base pairs in length, yielding the final set of 1209 motifs (Swindell et al., 2013). For each mouse gene, we retrieved the 2 kb upstream region based upon coordinates provided in UCSC ref gene files and sequences available from Bioconductor (package: BSgenome. Mmusculus.UCSC.mm10). Upstream sequences for all mouse genes were scanned for matches to each of the 1209 motifs, respectively (with masking of protein-coding sequences and repetitive DNA elements). Motif matches were identified using the ‘matchPWM’ function (R package: Biostrings), with an 80% match threshold, that is, a motif match was counted if the position weight matrix (PWM) similarity score exceeded 80% of the maximum score for that PWM. For each mouse gene, this yielded counts for each PWM indicating the frequency of motif matches in 2 kb upstream regions. The same procedure was applied to determine if motifs were enriched with respect to the 141 GHRH-KO-increased genes and the 164 GHRH-KO-decreased genes, respectively. To assess whether GHRH-KO-increased genes were enriched with respect to the number of occurrences for a given motif, for example, we used semi parametric generalized additive logistic regression models (Swindell et al., 2013). For these models, the response variable was an indicator with value 1 if a gene was included among the 141 GHRH-KO-increased, and with value 0 if the gene was not included among the 141 GHRH-KO-increased. Only liver-expressed genes were included in the analysis. Models included two predictor variables, including the number of motif occurrences in the 2 kb upstream region (x1) and the length of sequence scanned (x2). The variable x1 was estimated using parametric methods, while x2 was included as a non-parametric term with cublic spline smoothing. To assess motif enrichment, we evaluated the significance of the Z statistic associated with the coefficient estimate obtained forx1. Models of this structure were generated for each of the 1209 motifs. To control the false discovery rate with respect to the 1209 tests, p values associated with Z statistics were adjusted using the Benjamini–Hochberg method.

### Indirect calorimetry

Mice were subjected to indirect calorimetry (PhysioScan Metabolic System from AccuScan Instruments, Columbus, OH) as described before (Westbrook et al., 2009). This system uses zirconia, infrared sensors and light beams arrays to monitor oxygen (VO2), carbon dioxide (VCO2), and spontaneous locomotor activity, respectively inside respiratory chambers in which individual mice were tested. All comparisons are based on animals studied simultaneously in eight different chambers connected to the same O2, CO2 and light beam sensors in an effort to minimize the effect of environmental variations and calibration on data. After a 24-hr acclimation period, mice were monitored in the metabolic chambers for 24 hr with ad libitum access to standard chow (Laboratory Diet 5001) and water. Gas samples were collected and analyzed every 5 min per animal, and the data were averaged for each hour.

### Assessment of blood chemistry

Plasma was obtained from blood collected by cardiac puncture at sacrifice and used for measurement of insulin using Mouse Insulin ELISA Kits (Crystal Chem, Downers Grove, IL). Following the manufacturer’s protocol, total ketone bodies and non-esterified free fatty acids (NEFA) were measured using colorimetric assays from Wako Chemicals (Richmond, VA); glycerol was measured using kits from Sigma and triglycerides using kits from Pointe Scientific (Canton, MI), respectively. Adiponectin and resistin levels were assayed using Mouse Adiponectin/Resistin ELISA Kits (Linco Research, St. Charles, MO). Leptin levels were evaluated using Mouse Leptin ELISA Kits (Crystal Chem Inc., Downers Grove, IL). TNF-α and IL-6 were measured using Mouse TNF-α/IL-6 ELISA Kits (Biosource, Camarillo, CA). Plasma FFAs were assayed using optimized enzymatic colorimetric assays (Roche, Penzberg, Germany). Blood was taken from the tail to measure blood glucose using a glucometer (AgaMatrix, Salem, NH).

### Cytochrome P450 enzymatic activity assay

CYP1A and CYP2B activity was measured by resorufin conversion from methoxyresorufin (7 methoxyresorufin O deethylation, MROD), ethoxyresorufin (7 ethoxyresorufin O deethylation, EROD), or pentoxyresorufin (7 pentoxy-resorufin O deethylation, PROD), as previously described (Anwar-Mohamed et al., 2011). Liver samples were collected from mice fed chow containing 1% tBHQ or control chow for 50 days that were exposed to 50 mg/kg diquat or saline for 6 hr prior to dissection. Unfrozen liver samples were briefly homogenized with a Potter-Elvehjem homogenizer and suspended in sucrose buffer. Microsomes were isolated via ultracentrifugation with the commercially available Endoplasmic Reticulum Isolation Kit (ER0100; Sigma-Aldrich). Changes in resorufin fluorescence were measured in a 96-well microtiter plates following the protocol outlined in the commercially available Cytochrome P450 2B Fluorescent Detection Kit (CYTO2B; Sigma).

How the deposited data were processed for this re-analysis (not part of the article)

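Liver RNA of 3 male GHRH-KO mice and 3 male littermate controls, bred from the C57BL6 and 129SV strains, was measured on Affymetrix Mouse Genome arrays, at 10 months of age and after a fast of 6 to 8 h. The age is the one in the methods, while the label of Figure 3B gives another. The replicates are separate animals. The authors processed the arrays by RMA, which corrects the background, makes the distributions of the arrays alike by quantile normalization and summarises the probes of each probe set, and deposited the values on the log2 scale. The version of the software is not stated. The deposited values hold all 45101 probe sets, so the detection filter that the methods apply with MAS 5.0 is not included in them and cannot be repeated from RMA values. The values ran from 2.53 to 14.7, and the array medians lay between 4.95 and 4.99.

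All choices of test, threshold, filter, gene list and alternative were made before the data were examined, except where the text says otherwise, and after the study's supplementary tables had been read. The 64 control probe sets were left out, and the 25145 probe sets with the highest mean over the 6 arrays were tested, the number that the methods give for their own filter. Of these, 21387 were assigned to 1 gene, 596 to several genes and 3162 to none. In the whole annotation 34958 probe sets had 1 gene, 932 had several and 9211 were not listed. Gene identifiers matched the reference gene table (GRCm38.p6 assembly) for 34754 probe sets, and this table gave the order of genes on chromosomes. For 10 genes that the study names, the annotation has no probe set of 1 gene, and no value is given.

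GHRH-KO minus control was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and p was adjusted by the Benjamini-Hochberg method over all probe sets tested. A gene was called at FDR < 0.05 and a fold change above 1.5 or below 0.67, by its probe set with the lowest p. This gave 12469 genes. A change is given as a lower bound where the mean of the lower group is at or under 4.75, the highest value of the Ghrh probe set, a rule set after the data were seen. No gene had probe sets called in opposite directions. The median log2 fold change of all genes was -0.01. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

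The genes named in the text are those the study names in its text, in Figure 3B and in its RT-PCR figures for liver, the 15 genes with the largest fold change in each direction among called genes whose groups lie apart, and up to 4 called members of each gene list with the largest fold change. The example genes in the supplement to Figure 3 (Bex1, Cd83, Clcf1, Coro1a, Il15, Adh4, Avpr1a, Acsm2, Bdnf, Cmah, C6, C8a and C8b among them) were added to that rule. Values in the study's tables had been seen when the rule was written. Of the named genes, 150 have values and 4 lie below the intensity filter.

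Gene lists were tested with limma's camera, a competitive test that compares a list with all other genes, on the probe set of each gene with the highest mean and with a preset correlation of 0.01 between genes, adjusted over 37 lists. Because camera reads another probe set of a gene than the call does, a list's median and its count of calls can differ. The 27 gene lists were phase I cytochrome P450, other phase I enzymes, phase II enzymes, hepatic transporters, NRF2 target genes, male-biased liver genes, female-biased liver genes, the GH and IGF axis, insulin and TOR signalling, gluconeogenesis and glycogen, fatty acid oxidation and PPARA targets, fatty acid and triglyceride synthesis, cholesterol synthesis, bile acid synthesis and transport, steroid hormone metabolism, complement and coagulation, acute phase and inflammation, ER folding and secretion, the circadian clock, the cell cycle, stress response genes named by the study, antioxidant enzymes, heat shock and chaperones, immediate early genes, liver transcription factors, pericentral hepatocyte genes and periportal hepatocyte genes. The 10 lists of cell type markers were hepatocyte, Kupffer cell or macrophage, lymphocyte, neutrophil, endothelial cell, stellate cell or fibroblast, cholangiocyte, erythroid cell, pancreatic acinar cell and adipocyte. Enrichment of called genes in a list was tested with Fisher's exact test, two-sided, against all genes tested, and adjusted over lists and directions. Genes are not independent of each other, which this test assumes.

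The test was checked on simulated data for GHRH-KO minus control over 25145 probe sets, 200 of them changed. It recovered 44% of probe sets raised by 1 on the log2 scale, 50% of those changed by -1, and 88% of those changed by 2 in either direction. Of 141 calls 6 were of unchanged probe sets, or 4.26%. In simulated data camera called 1 of 37 lists, the one that had been shifted by -0.5, but these genes were drawn without correlation, so this does not show how often camera calls lists among correlated genes.

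Alternatives were no filter on dim probe sets, a filter on the highest maximum, a stricter filter of 15000 probe sets, no threshold on the fold change, another quantile normalization, equal array medians, limma with a trend or with robust estimation, the Student's test that the statistics section names, array weights, the probe set with the highest mean, the removal of probe sets that can hybridize to several transcripts, and each array left out in turn. Gene lists were also tested with an estimated correlation, with all probe sets and with the probe set of lowest p. Exact tests of 3 against 3 arrays cannot reach a p below 0.1, so the limma model across genes was used. The RT-PCR, protein and lifespan data of the study and the other mouse models it compares were not analysed here.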

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

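The count of gene list shifts over other splits of the arrays, the tests of list members outside the study's tables and the fit without control replicate 2 and GHRH-KO replicate 5 together were chosen after the results had been seen.

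Several groups of genes that the paper does not discuss shifted in GHRH-KO liver with camera's preset correlation. None of these calls was kept with an estimated correlation. Genes of fatty acid oxidation and PPARA targets shifted upward with camera's preset correlation, with Abcd2, a peroxisomal transporter, and Crat, which moves acyl groups onto carnitine, as the called members. Of 29 tested 2 rose (9 when adjusted over the list alone), and the median log2 fold change was 0.38 (0.24 to 0.44 with 1 array left out; camera, adjusted p = 1.21e-05, and adjusted p = 0.547 with an estimated correlation). Increased genes of this list had an odds ratio of 7.24 (Fisher's exact test, two-sided, adjusted p = 0.109). Heat shock genes shifted upward with the collagen chaperone Serpinh1 and Hspa4l called, 2 of 20 tested (3 rose and 1 fell when adjusted over the list alone), and a median of 0.25 (camera, adjusted p = 0.0143, and adjusted p = 0.547 with an estimated correlation). This call was lost without GHRH-KO replicate 4 (adjusted p = 0.140), and Hspa4l lost its call without each of the 6 arrays (adjusted p up to 0.130). Without probe sets that can hybridize to other transcripts, Serpinh1 gave 0.36.

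Genes of gluconeogenesis and glycogen had a median of 0.20 over 21 tested, where Ppargc1a rose and Ppp1r3c, a glycogen-targeting subunit, fell (2 and 1 when adjusted over the list alone; camera, adjusted p = 0.0343, and adjusted p = 0.380 with an estimated correlation). With 1 array left out the median ran from 0.12 to 0.23, and the list's call was lost without control replicate 1 (adjusted p = 0.0673), control replicate 3 (0.0897) or GHRH-KO replicate 4 (0.111). Neither its increased nor its decreased genes passed for enrichment (Fisher's exact test, two-sided, adjusted p = 0.437 and 0.470). Genes of cholesterol synthesis shifted downward, with a median of -0.26 over 20 tested and Mvd, an enzyme of the mevalonate pathway, as the called gene (1 when adjusted over the list alone; camera, adjusted p = 0.00438, and adjusted p = 0.602 with an estimated correlation). Without control replicate 2 the median was -0.20 (adjusted p = 0.0918), and without control replicate 2 and GHRH-KO replicate 5 together it was -0.090 (adjusted p = 0.336). The mean deviation of the cholesterol synthesis genes was 0.20, 0.41 and -0.045 in control replicates 1, 2 and 3. It was 0.052, -0.39 and -0.23 in GHRH-KO replicates 4, 5 and 6, so the groups overlap. Mvd lost its call without any 1 array but GHRH-KO replicate 4, with adjusted p up to 0.116. Decreased cholesterol synthesis genes had an odds ratio of 4.26 (Fisher's exact test, two-sided, adjusted p = 0.464). Genes of protein folding and secretion in the ER also shifted downward, with a median of -0.40 (camera, adjusted p = 3.93e-14, and adjusted p = 0.0793 with an estimated correlation).

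Called genes outside the study's tables numbered 9. Gas7, Gss, Nrp2 and Slc22a29 rose, and Ankrd9, Gm16551, Mvd, Nagpa and Ubqlnl fell. Those not named elsewhere are listed here because the count is small, after their values had been seen.

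Some genes of the circadian clock rose in GHRH-KO liver. Usp2, Rgs16, Per3 and Tef rose among 20 tested (10 rose and 2 fell when adjusted over the list alone), with a median of 0.58 (camera, adjusted p = 0.0200, and adjusted p = 0.547 with an estimated correlation), and the 16 members outside the study's tables had a median of 0.03 (camera, adjusted p = 0.562). Usp2 lost its call without control replicate 1, 2 or 3 or GHRH-KO replicate 6, with adjusted p up to 0.163. Of 10 core genes, 9 moved as a difference in the time of tissue collection would move them, since Arntl (-1.41), Clock (-0.62) and Npas2 (-0.67 without an intensity filter) lay lower and Dbp (1.44), Per1, Per2, Per3, Nr1d2 and Tef higher, while Nr1d1 (-0.23) went against the pattern, and Per3 and Tef were called. Npas2 lay below the intensity filter with overlapping groups and was not tested. None of Arntl, Dbp and Nr1d1 was called, and the lack of a call in these and Npas2 had been set in advance as evidence against a time difference, but that bound was wrong because a call depends on power: Arntl had a standard error of 0.29 (adjusted p = 0.0725 from limma) and Dbp one of 0.35 (adjusted p = 0.107). A different time of day of collection therefore stays open and cannot be told apart from an effect of the genotype on the clock or on feeding, since the sources give no time of collection.

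Markers of some cell types other than hepatocytes tended upward. The Kupffer cell or macrophage list had a median of 0.33 over 17 genes with Clec7a and Itgax called (2 when adjusted over the list alone; camera, adjusted p = 0.0320, and 0.734 with an estimated correlation), and the stellate cell or fibroblast list one of 0.38 over 15 genes with none called by limma and none when adjusted over the list alone (5 higher and 0 lower at an unadjusted p under 0.05; camera, adjusted p = 0.0110, and 0.602 with an estimated correlation). The first call was lost without control replicate 2 (adjusted p = 0.132), control replicate 3 (0.295) or GHRH-KO replicate 4 (0.515), and the second without control replicate 2 (0.0672), control replicate 3 (0.0977) or GHRH-KO replicate 6 (0.0627). With 1 array left out the first median ran from 0.063, without GHRH-KO replicate 4, to 0.87, and the second from 0.19 to 0.51. The mean deviation of the Kupffer cell or macrophage genes was 0.61, -0.58 and -0.66 in control replicates 1, 2 and 3 and 0.85, -0.42 and 0.20 in GHRH-KO replicates 4, 5 and 6, so the groups overlap. For the stellate cell or fibroblast genes it was 0.29, -0.45 and -0.42 in the controls and -0.0051, 0.21 and 0.38 in GHRH-KO, which overlap too. Kupffer cell or macrophage members outside the study's tables were not called as a list (camera, adjusted p = 0.247). Hepatocyte markers had a median of 0.04 over 12 genes (camera, adjusted p = 0.478), with none called by limma, when adjusted over the list alone or at an unadjusted p under 0.05, and the lowest median of the other types with at least 5 genes tested was -0.012, for 7 pancreatic acinar genes near background (camera, adjusted p = 0.614), which is not beyond its spread, so a lower share of hepatocytes in the GHRH-KO samples cannot be told apart from changes within cells.

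Medians of the remaining marker lists were 0.23 for 7 lymphocyte genes (camera, adjusted p = 0.0506), 0.72 for 3 neutrophil genes (0.0823), 0.16 for 14 endothelial genes (0.367), 0.25 for 5 cholangiocyte genes (0.177), 0.00 for 4 erythroid genes (0.416) and 0.29 for 4 adipocyte genes (0.244). With 1 array left out they ran from 0.15 to 0.35 for lymphocyte, 0.37 to 1.13 for neutrophil and 0.032 to 0.29 for endothelial genes. With an estimated correlation camera gave these lists adjusted p of 0.547, 0.547 and 0.745. The lymphocyte list was called with no filter (adjusted p = 0.00105), with equal array medians (0.0456), without control replicate 1 (0.0380), control replicate 2 (0.0190) or GHRH-KO replicate 5 (0.0268) and without control replicate 2 and GHRH-KO replicate 5 together (0.00781), the neutrophil list without GHRH-KO replicate 6 (0.00611), and the endothelial list with all probe sets (0.0212). Called were Coro1a upward and Zap70 downward among lymphocyte genes, Vcam1 among endothelial genes, Sox4 and Krt20 among cholangiocyte genes (odds ratio 65.0 for increased genes, Fisher's exact test, two-sided, adjusted p = 0.0108), Alas2 downward among erythroid genes and Cela1 downward among acinar genes. When adjusted over each list alone, 2 rose and 1 fell in the lymphocyte list, 1 rose in the neutrophil list, 1 rose in the endothelial list, 2 rose and 1 fell in the cholangiocyte list, 1 fell in the erythroid and in the acinar list, and none passed in the adipocyte list, where 1 of 4 was higher at an unadjusted p under 0.05 by limma. The probe set of Zap70 with the highest mean gave 0.23 and was not called. Sox4 and Krt20 are in Supplementary file 1, read before the lists were written, so the cholangiocyte enrichment is not independent evidence. The 3 other cholangiocyte genes had a median of -0.54 (camera, adjusted p = 0.615).

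The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split called 128 increased and 153 decreased genes and 15 shifted lists, in each case the only 1 with a count as large. The highest counts among the other splits were 1, 1 and 12, and each of those splits called at least 5 lists. The other splits mix the genotypes unevenly and keep part of their difference, so they give no count expected by chance.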

How the results depend on the processing

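The fit without control replicate 2 and GHRH-KO replicate 5 together, the arrays with the widest spread in each group, and the tests of list members outside the study's tables were chosen after the data were seen. No paired analysis was possible because the groups share no replicate number. The search for HNF1 and MYC consensus sequences upstream of called genes and its alternative of 1 kb were not run, since they need a genome sequence.

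Of 128 increased and 153 decreased genes, the counts were 98 to 141 and 121 to 159 with another filter, scaling, variance model or probe set rule, or without a threshold on the fold change. No filter shared 122 and 148 genes with them, equal array medians 116 and 151, and the stricter filter 95 and 118. Another quantile normalization gave 141 and 134. Array weights gave 339 and 359 genes, and the Student's test named in the statistics section gave 4 and 13, or 474 and 442 at an unadjusted p under 0.05; for array weights the cause was not tested, and the Student's test takes the spread from the 6 values of each probe set alone. With 1 array left out the counts ran from 43 to 107 and from 55 to 115, with fewer samples as the construction of the alternative. Without control replicate 2 and GHRH-KO replicate 5 together they were 50 and 76, of which 41 and 60 were shared. Of the probe sets of the study's tables, 286 passed, and 17 in the Student's test, 93 to 174 with 1 array left out and 100 without both arrays. They were 219 to 286 under the other alternatives on the same or fewer probe sets, and 295 with no filter or the filter on the highest maximum, where more of them were tested. The count of lists and directions in which calls were enriched, 16 with each direction of a list counted on its own, was the same without a threshold on the fold change, and the odds ratio near Ghrh was 0.656 for 100 genes on each side and 0.676 for 400 on one side and the 177 left on the other.

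Shifted lists numbered 15, and 1 with an estimated correlation, 9 with members outside the study's tables and none (0) with both together. They were 15 to 18 under the other alternatives and 10 to 17 with 1 array left out.

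Medians that changed sign belong to lists that were not called. With all probe sets they were 0.0033 for P450 genes, -0.12 for transporters, -0.022 for the GH and IGF axis, which was then called (adjusted p = 0.0432), -0.10 for bile acid genes and -0.035 for antioxidant genes. With equal array medians they were -0.0016 for the GH and IGF axis, -0.0051 for pericentral genes and -0.0049 for erythroid genes. With the probe set of lowest p they were -0.093 for bile acid genes and 0.065 for periportal genes, and with no filter -0.015 for erythroid and 0.0061 for acinar genes. Without both arrays they were -0.0024 for insulin and TOR genes, -0.062 for bile acid, -0.0038 for antioxidant, -0.044 for endothelial and -0.14 for erythroid genes. With 1 array left out medians ran from -0.050 to 0.014 for P450 genes, -0.015 to 0.19 for transporters, -0.0059 to 0.13 for the GH and IGF axis, -0.0058 to 0.058 for insulin and TOR, -0.014 to 0.029 for bile acid, -0.048 to 0.0075 for steroid hormone, -0.0031 to 0.32 for acute phase, -0.011 to 0.066 for antioxidant, -0.030 to 0.027 for pericentral, -0.11 to 0.11 for erythroid and -0.12 to 0.021 for acinar genes. Without a change of sign they ran from 0.013 to 0.097 for other phase I enzymes, 0.0089 to 0.12 for NRF2 targets and 0.026 to 0.14 for fatty acid and triglyceride synthesis.

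Called genes that changed sign did so with another probe set. Ddx1 gave -0.0030 with the brightest probe set and without probe sets that can hybridize to several transcripts, which also gave -0.60 for Prpf19 and -0.13 for Tob2. The brightest probe set gave -0.17 for Txn2 and 0.23 for Zap70. Prpf19 gave -0.60 in the Student's test and from -0.67 to 0.91 with 1 array left out, since the probe set of lowest p then differs. Genes that were not called also changed sign: Igf2 gave 0.16 with no filter and 0.037 with array weights, Txnrd1 -0.27 with no filter, Igfbp4 0.020 with the brightest probe set and 0.14 without both arrays, Junb -0.0019 with another quantile normalization and -0.0082 with equal medians, Fgf21 0.039 and Actb 0.083 with array weights, and Actb 0.10 and Cyp3a11 -0.0074 without both arrays. With 1 array left out, Cyp3a11 ran from -0.00090 to 0.098, Igf2 from -0.069 to 0.086, Igf1r from -0.30 to 0.57, Igfbp6 from -0.31 to 0.050, Junb from -0.96 to 0.96, Fgf21 from -0.34 to 0.27 and Actb from -0.17 to 0.025. Some called genes moved by a factor above 1.5 with 1 array left out, without a change of sign: Egfr ran from -3.50 to -1.82, Cyp7b1 from -4.14 to -3.22, Susd4 from -4.52 to -3.54, Scara5 from -4.59 to -3.41, Mvd from -2.02 to -1.17, Ero1lb (Ero1b) from -2.33 to -1.59, Slco2a1 from -1.64 to -0.87, Rgs16 from 2.53 to 4.06, Sox4 from 1.35 to 3.38, Vldlr from 1.99 to 3.35, Atp6v0d2 from 1.62 to 2.74 and Trim24 from 0.84 to 1.59. The probe sets called for Scara5 and Vldlr have lower-group means of 4.38 and 4.50, at background, so the changes they give are lower bounds. The probe set of lowest p was chosen again in each of these fits. Given the values of their called probe sets, leaving out 1 array cannot give 1.35 for Sox4, 2.53 for Rgs16 or 3.35 for Vldlr. The same holds for -1.82 of Egfr, -3.22 of Cyp7b1, 1.62 of Atp6v0d2 and 1.59 of Trim24, so another probe set was read. Scara5 was tested by 1 probe set, so its range comes from the arrays. The cause was not tested except where stated. Signal over background limits Ghrh, Bex1, Clcf1, Gsto2 and Npas2, which lie below the intensity filter.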

Differences from the paper's values

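The fit without control replicate 2 and GHRH-KO replicate 5 together was chosen after the values had been seen. The table of the study gives Hsd3b5 a fold change of 0.01, which is the paper's value and is printed there to 2 decimals, while the value here was 0.00264. The GHRH-KO values of Hsd3b5 lie at background, so this fold change is an upper bound. The difference remained under every alternative set before the data were examined in which Hsd3b5 has a value, with fold changes from 0.00242 without GHRH-KO replicate 6 to 0.00291 with array weights.

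The study counts 141 increased and 164 decreased genes at the same thresholds, which are the paper's values, and 128 and 153 were found here with an intensity filter in place of the detection filter. With another quantile normalization the count of increased genes was 141, and that of decreased genes 134. The methods give 365 altered genes, the paper's value, which is not the sum of its 141 and 164, so it is unclear which count is meant; 281 were called here. The study's filter left 13201 genes, the paper's value, and 12469 were tested here.

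The paper names Gpr146 among increased genes that quercetin also induces. Here its log2 fold change was 0.59 (adjusted p = 0.143 from limma) and it was not called, while Il1rn and Tef, named beside it, were. Bex1 and Clcf1, examples of increased genes in the supplement to Figure 3, were not tested with the intensity filter. Without it both were called, with adjusted p = 0.00952 and 0.022, and Bex1 was also called with the filter on the highest maximum (adjusted p = 0.0114). Without an intensity filter Gpr146 was called, with 0.80 (adjusted p = 0.0375), and over the alternatives its adjusted p ran from 0.0375 to 0.324.

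The paper states a robust elevation of genes of xenobiotic detoxification, and elsewhere increases and decreases of such genes. Of 134 genes tested in 4 lists of phase I enzymes, phase II enzymes and transporters, 9 rose and 11 fell. This count gives large and small changes equal weight. The change was at least 2-fold in all 9 increased genes and in 6 of the decreased ones. The paper also measured such genes by RT-PCR and P450 activity in liver microsomes, which were not analysed here, so the count alone does not decide the statement.

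By RT-PCR the paper finds the immediate early genes Egr1, Fos and Jun lower in GHRH-KO liver. On the arrays they gave log2 fold changes of 3.07 (adjusted p = 0.0907 from limma), 1.49 (0.466) and 0.76 (0.286) and were not called. The RMA value of Fos was 10.02 in GHRH-KO replicate 4 against 6.62 and 5.81 in replicates 5 and 6. Its control values were 6.40, 6.34 and 5.24, so the rise of Fos rests largely on 1 array. Egr1 was highest in the same array, at 10.73 against 8.42 and 8.44, with all GHRH-KO values above the controls. The arrays hold 3 animals per genotype, fewer than the RT-PCR groups. The paper finds Igf2, Igfbp1, Igfbp2, Gclm, Nqo1, thioredoxin reductase and Mt1 and Mt2 higher by RT-PCR. Igfbp1 and Nqo1 rose here, and Igf1, lower in the paper, fell. Igf2 (-0.0062), Gclm (-0.29), Igfbp2 (0.96), Txnrd1 (0.17), Mt1 (0.99) and Mt2 (1.51) were not called, and Igfbp2 was called with array weights (adjusted p = 0.0229). Cyp2b9 (2.83), Cyp2b10 (1.21) and Cyp4a14 (3.93), higher in the paper by RT-PCR, also lay higher on the arrays but were not called. All GHRH-KO values lay above all control values for Cyp2b9 and Cyp2b10, but not for Cyp4a14. Cyp2b9 was called with array weights (adjusted p = 0.0349), and without control replicate 2 and GHRH-KO replicate 5 together (0.0280), where 100 of the study's probe sets passed against 286. Cyp2b10 was called with the filter on the highest maximum (0.0495), another quantile normalization (0.0410), a trend (0.0421) or robust estimation (0.0475) and array weights (0.0362), and Cyp4a14 without control replicate 3 (0.0269).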

Other observations

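The test of ER genes outside the study's tables and the fit without control replicate 2 and GHRH-KO replicate 5 together were chosen after the results had been seen.

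Some genes that fold and export secreted proteins fell in GHRH-KO liver. Creld2, a disulfide isomerase of the ER, Ero1lb (Ero1b), an oxidase that drives disulfide formation, Pdia6, another isomerase, and Syvn1, a ubiquitin ligase that clears misfolded proteins, were the members with the largest falls. Ero1lb (Ero1b) fell by 1.66 on the log2 scale (standard error 0.12, adjusted p = 0.00165 from limma) and Creld2 fell by 1.81 (standard error 0.22, adjusted p = 0.0143). Of 48 genes tested 11 fell and none rose by limma (20 fell when adjusted over the list alone, and 35 were lower and 0 higher at an unadjusted p under 0.05), with an odds ratio of 25.7 (Fisher's exact test, two-sided, adjusted p = 1.87e-10). All 11 are in Supplementary file 1, which had been read before the list was written, so this enrichment is not independent evidence. The list's median was -0.40 (camera, adjusted p = 3.93e-14, and adjusted p = 0.0793 with an estimated correlation). The probe set of Pdia6 with the highest mean fell by 1.18 and was not called (adjusted p = 0.082). A candidate explanation is lower synthesis of secreted proteins without GH, and the values here do not decide it. The 37 members outside the study's tables had a median of -0.31 (camera, adjusted p = 2.39e-07, and adjusted p = 0.323 with an estimated correlation), but these are what remains once the 11 called members are taken out, and a fall of the list restates the pattern. No measure of secretion was analysed here.

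Some genes of complement and coagulation fell as well. C6, C8a and C8b, parts of the pore that lyses target cells, and the clotting factor gene F11 fell among 41 genes tested (7 when adjusted over the list alone), with a median of -0.26 (-0.41 to -0.15 with 1 array left out; camera, adjusted p = 1.43e-04, and adjusted p = 0.547 with an estimated correlation) and an odds ratio of 8.90 for decreased genes (Fisher's exact test, two-sided, adjusted p = 0.0119). F11 fell by 2.13 on the log2 scale (standard error 0.31, adjusted p = 0.0266 from limma). Acute phase genes were not called as a group, with Il1rn and Il15 increased and Rela decreased among 27 tested (5 and 1 when adjusted over the list alone; median 0.22, camera, adjusted p = 0.208, and adjusted p = 0.779 with an estimated correlation). They were called upward with all probe sets (adjusted p = 0.00658), without control replicate 2 (0.0190), without GHRH-KO replicate 5 (0.0103) and without both arrays (0.00153). Their mean deviation was 0.88 in GHRH-KO replicate 4 against -0.27 and -0.11 in GHRH-KO replicates 5 and 6. It was -5.9e-05, 0.18 and -0.68 in control replicates 1, 2 and 3, so the groups overlap. With 1 array left out the median reached -0.0031. Immediate early genes had a median of 0.55 over 14 tested with none called by limma (3 rose when adjusted over the list alone, and 5 were higher and 0 lower at an unadjusted p under 0.05; camera, adjusted p = 0.0409, and adjusted p = 0.602 with an estimated correlation). The call was lost without control replicate 2 (adjusted p = 0.0531), control replicate 3 (0.195) or GHRH-KO replicate 4 (0.490, with a median of 0.22). The mean deviation of these genes was 1.16 in GHRH-KO replicate 4 against -0.15 and -0.045 in GHRH-KO replicates 5 and 6, so the shift rests largely on 1 array. The zones of the liver lobule were not called by limma: 15 pericentral genes had a median of 0.00 (camera, adjusted p = 0.501; none called and none when adjusted over the list alone, and 3 higher and 1 lower at an unadjusted p under 0.05) and 15 periportal genes one of -0.20 (-0.25 to -0.047 with 1 array left out; camera, adjusted p = 0.752; none called, 3 higher when adjusted over the list alone, and 3 higher and 3 lower at an unadjusted p under 0.05).

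Genes that the study measured by RT-PCR in liver were also read on the arrays. Egr1, an immediate early gene, had a log2 fold change of 3.07 (standard error 0.71, adjusted p = 0.0907 from limma), and Fos one of 1.49 (standard error 1.01, adjusted p = 0.466), and without GHRH-KO replicate 4 they gave 2.30 and 0.22. The P450 genes Cyp2b9 and Cyp2b10 had 2.83 (adjusted p = 0.0795) and 1.21 (adjusted p = 0.051), all GHRH-KO values above all control values, and Cyp4a14 had 3.93 with a standard error of 1.42 (adjusted p = 0.216). Cyp2b9 ran from 2.11 to 3.29 and Cyp4a14 from 2.69 to 5.72 with 1 array left out, and without control replicate 3 the latter was called (adjusted p = 0.0269). Gsta2 (0.92), Gstm3 (0.82), Sult1a1 (0.47), Igfbp2 (0.96), Insr (0.44) and Nfe2l2 (0.62) lay higher without passing the test. The metallothionein genes Mt1 (0.99, standard error 0.62) and Mt2 (1.51, standard error 0.94) did not pass it either, and without GHRH-KO replicate 4 they gave 0.19 and 0.53. Fgfr4 (-0.49), Klb (-0.46) and Gclm (-0.29) lay lower without passing it. Fmo4, Hmox1, Txnrd1, Igf1r, Igfbp6, Igfbp4, Igf2, Junb, Fgf21, Cyp3a11 and Actb were not called either, and Gsto2 was below the intensity filter.

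A strain difference next to the disrupted gene was tested because the mice have a mixed background. Of 377 genes tested nearest to Ghrh on chromosome 2, with 200 on one side and 177 on the other, 5 were called (9030622O22Rik, Arfgap1, Ctnnbl1, Gss and Plcg1), or 1.33%, against 276 of 12075 genes elsewhere, or 2.29%. The odds ratio was 0.575 (95% interval 0.184 to 1.37, Fisher's exact test, two-sided, p = 0.288). An odds ratio not above 1, or an interval that includes 1, had been set in advance as evidence against an effect of strain sequence, but that bound was wrong: an interval that reaches above 1 also allows an enrichment beside Ghrh. The explanation therefore stays open for these genes. The 5 genes are named because the count is small.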
